# *Pseudomonas phaseolicola* preferentially modulates genes encoding leucine-rich repeat and malectin domains in the bean landrace G2333

**DOI:** 10.1007/s00425-022-03943-x

**Published:** 2022-06-29

**Authors:** Paula Rodrigues Oblessuc, David F. Bridges, Maeli Melotto

**Keywords:** Candidate gene expression, *Phaseolus vulgaris*, *Pseudomonas syringae* pv. *phaseolicola*, Plant immunity, Transcriptome

## Abstract

**Main conclusion:**

Candidate resistance genes encoding malectin-like and LRR domains mapped to halo blight resistance loci throughout the common bean genome are co-expressed to fight a range of *Pph* races.

**Abstract:**

Common bean (*Phaseolus vulgaris* L.) is an important crop both as a source of protein and other nutrients for human nutrition and as a nitrogen fixer that benefits sustainable agriculture. This crop is affected by halo blight disease, caused by the bacterium *Pseudomonas syringae* pv. *phaseolicola* (*Pph*), which can lead to 45% yield losses. Common bean resistance to *Pph* is conferred by six loci (*Pse-1* to *Pse-6*) and minor-effect quantitative trait loci (QTLs); however, information is lacking on the molecular mechanisms implicated in this resistance. Here, we describe an in-depth RNA-sequencing (RNA-seq) analysis of the tolerant G2333 bean line in response to the *Pph* strain NPS3121. We identified 275 upregulated and 357 downregulated common bean genes in response to *Pph* infection. These differentially expressed genes were mapped to all 11 chromosomes of *P. vulgaris*. The upregulated genes were primarily components of plant immune responses and negative regulation of photosynthesis, with enrichment for leucine-rich repeat (LRRs) and/or malectin-like carbohydrate-binding domains. Interestingly, LRRs and malectin genes mapped to the same location as previously identified *Pph* resistance loci or QTLs. For instance, the major loci *Pse-6*/HB4.2 involved in broad-resistance to many *Pph* races co-located with induced LRR-encoding genes on Pv04. These findings indicate a coordinated modulation of genes involved in pathogen perception and signal transduction. In addition, the results further support these LRR/malectin loci as resistance genes in response to halo blight. Thus, these genes are potential targets for future genetic manipulation, enabling the introduction of resistance to *Pph* into elite cultivars of common bean.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00425-022-03943-x.

## Introduction

Common bean (*Phaseolus vulgaris* L.) is one of the most important legumes for human nutrition worldwide. The global production of common bean in 2018 was estimated to be 25.4 million tons, with India, Myanmar, Brazil, and United States being the four largest producers (FAOSTAT 2018, http://faostat.fao.org/). Common bean is the main source of protein in many countries in Latin America, Africa, and parts of Asia. It is also rich in complex carbohydrates, vitamins, dietary fiber, and biologically important minerals, such as Ca, Mg, K, Cu, Fe, Mg, and Zn (Blair 2013; Broughton et al. 2003; Foyer et al. 2016). As a legume, common bean also helps to improve soil fertility while reducing the use of synthetic fertilizers, thus promoting sustainable agriculture through symbiotic nitrogen fixation.

Among the many diseases that affect this crop, halo blight, caused by the bacterium *Pseudomonas syringae* pv. *phaseolicola* (*Pph*), can lead to yield losses up to 45% in both temperate and cold climates (Asensio et al. 2006; Singh and Schwartz 2010; Félix-Gastélum et al. 2016). Halo blight is a seed-borne disease and cool, humid environments favor its transmission.

Genetic resistance provides a feasible control of halo blight and is essential to produce disease-free seeds reliably, especially where smallholder farmers rely on seeds saved from a previous harvest (Asensio et al. 2006; Arnold et al. 2011; Miklas et al. 2014). To obtain disease resistant cultivars, it is important to use genetic markers linked to resistance loci identified through linkage mapping analyses. Thus far, six resistance (R) loci have been found (*Pse-1* to *Pse-6*), consisting of five dominant loci and the recessive *pse-*5, which control one or more of the nine *Pph* races. *Pse-1*, *Pse-2*, and *Pse-4* are located on *P. vulgaris* chromosome Pv10; *Pse-3* on Pv02; and *Pse-6* on Pv04 (Miklas et al. 2009, 2011, 2014). None of these race-specific loci provide resistance to the globally prevalent *Pph* race 6, which continues to threaten bean production worldwide (Félix-Gastélum et al. 2016). However, quantitative resistance to *Pph* race 6 is present in a few *P. vulgaris* genotypes, such as CAL 143 and PI 150,414 (Chataika et al. 2011; Tock et al. 2017). Furthermore, minor-effect quantitative trait loci (QTLs) for resistance to *Pph* have been described and may have a crucial role in resistance not only against race 6, but also races 1, 5, 7, and 9 (Trabanco et al. 2014; González et al. 2016, 2017; Tock et al. 2017).

Although genetic mapping is an important tool for crop breeding, genomic and biochemical approaches enable a deeper understanding of the molecular mechanism implicated in plant and pathogen interactions. Applying new generation “omics” technologies is essential to furthering our understanding of the interaction between *P. vulgaris* and *Pph*. Transcription profiles of *Pph* NPS3121 grown in leaf extract and apoplastic fluid of a susceptible bean genotype showed interesting patterns. For instance, genes involved in the first stages of bacterial–plant interactions and pathogen virulence that encode for type III secretion system proteins, cell wall degradation and phaseolotoxin biosynthesis enzymes, and proteins involved in aerobic metabolism were induced, while genes encoding proteins involved in the uptake and metabolism of iron were repressed during *Pph* NPS3121 compatible interaction with common bean (Hernández-Morales et al. 2009). Differential expression of genes associated with respiration, specifically genes in the tricarboxylic acid cycle (TCA) cycle, aerobic respiration, and acetyl-CoA metabolism, were observed when comparing non-piliated with super-piliated type-IV *Pph* mutants, indicating that loss of bacterial mobility might lead to a lower energy draw, thus a differential energy balance among the pathogen and host (Sistrom et al. 2015). Metabolomic analysis of the leaf apoplast wash fluid during compatible (*Pph* RJ3) and incompatible (*Pph* 1302A) interactions with the bean cultivar Tendergreen revealed rapid changes (within the first 10 h post-inoculation) in the chemical composition of the leaf apoplast in both types of interactions. These findings indicate that *Pph* is highly adapted to the leaf apoplast and preferentially uses malate, glucose, and glutamate as a carbon source (O’Leary et al. 2016).

In this study we obtained a holistic overview of the *P. vulgaris* response to *Pph* using Illumina technology to study the transcriptional regulation in the tolerant G2333 landrace during its interaction with the bacterium.

## Materials and methods

### Plant materials and growth conditions

Seeds of the *P. vulgaris* landrace G2333, Jalo EEP 558, CAL 143, and AND 227 were germinated on water-soaked filter paper for 3 days to ensure uniform germination at room temperature. Seedlings were transplanted to individual 42 mm peat moss pellets (Jiffy-7®) and kept at 28 ± 2 °C, 100 ± 10 µmol m^−2^ s^−1^ with a 12-h photoperiod, and 60 ± 10% air relative humidity. Two-week-old plants were used in the experiments detailed below.

### Bacterial pathogenesis assay and sampling

*Pseudomonas syringae* pv. *phaseolicola* (Burkn.) Downs (*Pph*) strain NPS3121 (Peet et al. 1986) was streaked from frozen glycerol culture stock on low-salt Luria Bertani (LSLB) agar plates (10 g/L tryptone, 5 g/L yeast extract, 5 g/L NaCl, pH 7.0, 12 g/L agar), supplemented with 100 μg/mL rifampicin, and incubated at 30 °C for 2–3 days. An individual colony was placed in 100 mL of LSLB liquid medium with 100 μg/mL rifampicin and incubated in an orbital shaker (30 °C and 200 rpm). The bacterial culture was grown until it reached the optical density at a wavelength of 600 nm (OD_600_) between 0.8 and 1.0, as measured by spectrometry. The volume of the bacterial solution reached an inoculum concentration of 1 × 10^6^ CFU/mL and was then centrifuged at room temperature at 1200 g for 20 min. The supernatant was discarded and the bacterial cell pellet was resuspended in sterile distilled water to make the inoculum. The inoculum concentration was assessed by counting colony forming units (CFU) on agar plates. Fully expanded primary leaves were syringe-infiltrated with bacterial inoculum or water as a mock control. After inoculation, plants were grown under the same conditions as described above until the time of sampling. To enumerate the pathogen population in leaves, samples were collected on the day of inoculation (day 0) and at 7 day post-inoculation (dpi) using the protocol described by Jacob et al. (2017). Briefly, leaves were surface sterilized for a serially dilution plate assay. CFU from three independent biological replicates (i.e., three plants) were averaged, log-transformed, and changes in bacterial population (0 versus 7 dpi) were analyzed via paired Student’s *t* tests with *α* = 0.05 as the threshold for significance.

Transcriptional reprogramming is one of the earliest (min to h) plant responses to pathogens (Zipfel and Robatzek 2010). Thus, we collected G2333 leaf samples at 6 and 12 h post-inoculation (hpi) for transcriptome analysis to capture early responses in this system. The experimental design included 16 G2333 plants [2 treatments (mock and bacterium inoculation) × 2 plants per biological replicate × 4 biological replicates], in which four leaves from two different plants represent a biological replicate. Leaves from the same plant were collected at each timepoint (6 and 12 hpi), flash frozen in liquid nitrogen, and stored at − 80 °C until processing. The two leaves collected per timepoint were pooled for total RNA extraction, and RNA from two different plants were pooled for RNA sequencing. The experiment was repeated twice, resulting in four biological replicates.

For gene expression analysis (reverse transcriptase–quantitative polymerase chain reaction, RT-qPCR), leaves from all four bean genotypes were collected at 12 hpi, flash frozen in liquid nitrogen, and stored at − 80 °C until further processing. The experimental design included six plants for each genotype [2 treatments (mock and bacterium inoculation) × 1 plant per biological replicate × 3 biological replicates], in which one leaf from one plant represents a biological replicate.

### Total RNA extraction, TruSeq RNA library preparation, and RNA-sequencing

Total RNA was extracted with the TRIzol reagent (Thermo Fisher Scientific, Rockford, IL, USA) following the manufacturer’s recommendations. RNA was quantified using a NanoDrop spectrophotometer (Thermo Fisher Scientific). RNA quality was evaluated with a BioAnalyzer 2100 (Agilent, Santa Clara, CA, USA). RNA-seq libraries were prepared with 2 µg of total RNA using the TruSeq RNA v2 kit (Illumina Inc., San Diego, CA, USA), according to the manufacturer’s protocol. The concentration of the libraries was measured with the Qubit fluorometer (Invitrogen, Carlsbad, CA, USA) and fragment sizes were determined using the Agilent High Sensitivity DNA kit on a BioAnalyzer 2100 (Agilent, Waldbronn, Germany).

RNA sequences (1 × 100 bases) were obtained with a HiSeq 2000 system (Illumina Inc.) at the DNA Core Facility, University of Missouri, USA. Sequence reads were subjected to a multi-phase quality control regime as follows: raw reads were trimmed with fastx_trimmer using a minimum quality threshold of 13 and minimum length of 32 bases. Subsequently, reads were filtered with a fastq_quality_filter with a quality cutoff of 13 and minimum percentage of 90. Mitochondrial and plastid genome reads and repeat elements were further filtered out using the bowtie-based TopHat suite (Trapnell et al. 2009). Reads that passed quality control were mapped to the *Pph* 1448A genome (GenBank assembly accession: GCA_000012205.1) to remove bacterial sequences, and to the current *P. vulgaris* reference genome assembly v2.1 (https://phytozome.jgi.doe.gov) using the default parameters of the STAR RNA-Seq aligner version 2.5.2b (Dobin et al. 2013). For each biological replicate, an average of 15 million reads were mapped to the *P. vulgaris* genome.

### Differentially expressed gene analysis

The number of reads assigned to each gene was determined and read counts were normalized with the log_2_ counts per million (CPM) normalization method (Law et al. 2016). Similar to a previously described analysis (Oblessuc et al. 2020), the log_2_ fold change (FC) value for each gene was calculated with its normalized expression in *Pph*- versus mock-inoculated samples, and DEG were called based on the Z-ratio method (Cheadle et al. 2003). The Z-ratio approach determines which genes have significantly higher FC than other genes in the data set. A Z-ratio cutoff of 2.25 was used to call approximately 2% of the genes in each data set as being differentially expressed.

DEGs were categorized based on their GO annotations using the Singular Enrichment Analysis tool from AgriGO v2.0 and the reference data set gene model from Phytozome’s *P. vulgaris* reference genome v1.0 (http://systemsbiology.cau.edu.cn/agriGOv2/index.php; Tian et al. 2017). Statistical significance was detected with Fisher’s exact test followed by the Yekutieli-False Discovery Rate multiple test correction (FDR < 0.05). Protein domain enrichment analysis was performed using Phytozome’s PhytoMine with the “Analyze” gene list tool. Venn diagrams were obtained using the Bioinformatics and Evolutionary Genomics web tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). Putative protein orthologs were identified using the NCBI’s BASTp tool (https://blast.ncbi.nlm.nih.gov/) and the *Arabidopsis thaliana* nr database (taxid:3702; *E* value < 1 × 10^–31^). Heat maps were obtained using R-studio software (RStudio Team 2020) and the packages “pheatmap” and “RColorBrewer,” with cluster_cols = TRUE.

### Gene mapping and phylogeny

The physical map was obtained based on the position of *P. vulgaris* genes in Gbrowse v2.1, Phytozome (https://phytozome.jgi.doe.gov) and created with MapChart software (Voorrips 2002). A phylogenetic analysis was performed using MEGAX 10.1 software with clustering via the neighbor-joining method and 1000 bootstraps (Stecher et al. 2020). The complete predicted protein sequences were aligned using the ClustalW algorithm, with gaps larger than five amino acids among all proteins.

### RNA extraction and RT-qPCR

Total RNA was extracted from leaves using the RNAeasy Plant mini kit (Qiagen, Valencia, CA, USA) following the manufacturer’s recommendations with an additional on-column DNase 1 (Qiagen) treatment. Extracted RNA was quantified using a NanoDrop spectrophotometer (Thermo Scientific) and then reserve-transcribed using the Takara RNA PCR kit (Clontech, Mountain View, CA, USA), 150 ng/μL of total RNA, and 0.125 μM of oligo-dT primer, according to the manufacturer’s protocol. The reverse-transcription (RT) reaction was performed at 50 °C for 30 min, followed by 95 °C for 5 min. Quantitative PCR (qPCR) reactions were carried out using the iTaq Fast SYBR green supermix (BioRad, Hercules, CA, USA) reagents per manufacturer’s instructions, 6.5 ng/mL cDNA, and 500 nM gene-specific primers in a final volume of 10 μL. qPCR cycles consisted of one cycle of 95 °C for 5 min, 40 cycles of 95 °C for 10 s, 60 °C for 30 s, followed by the dissociation-curve default parameters using the BioRad CFX Real-Time PCR System. Gene expression levels in *Pph*-infiltrated plants were compared to that of mock-infiltrated plants using the 2^−ΔΔCq^ method (Livak and Schmittgen 2001) and log_2_ transformed. The *P. vulgaris INSULIN DEGRADING ENZYME* (*PvIDE*; Phvul.001G133200) was used as a reference gene (Borges et al. 2012) and the target genes included in the analysis were Phvul.004G008740, Phvul.004G015800, Phvul.005G162600, Phvul.008G030800, and Phvul.008G164300. Differences in expression of the selected genes in the infected plants compared to the mock control were analyzed via paired Student’s *t* tests with *α* = 0.05.

### Data availability

The Illumina RNA-seq data related to this study is available at the NCBI Gene Expression Omnibus (GEO) under accession number GSE173535 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173535).

## Results

Our genome-wide transcriptome profiling allowed for the detection of 17,870 unique transcripts in the leaf samples (Table S1), indicating a normal distribution of expression based on the Z-ratio values (Fig. S1a), which had a strong correlation with the log_2_ FC values (Fig. S1b). 

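The RNA-seq experiment compared fully expanded primary leaves of G2333 infiltrated by syringe with *Pph* NPS3121, the bacterium that causes halo blight, at 1000000 CFU/ml with leaves infiltrated with water (mock). Leaves taken at 6 and 12 hpi were combined, so the values are an average over both times. The 16 plants gave 4 biological replicates of 2 plants per treatment in the methods, and the sample labels say that the RNA of 2 biological replicates went into each library, which leaves 2 libraries per treatment (n = 2). They are named mock 1, mock 2, *Pph* 1 and *Pph* 2 here after their replicate numbers, and p-values measure the spread between these pools only. The libraries were made with a TruSeq RNA kit and sequenced on a HiSeq system as single reads. The authors trimmed and quality-filtered the reads, removed organelle and repeat reads with TopHat, removed bacterial reads by mapping to a *Pph* genome, mapped the rest to *P. vulgaris* assembly v2.1 with STAR and deposited the number of reads per gene. The counting tool is not given in the sources used here. The counts summed to 18828771 in mock 1, 19387472 in mock 2, 14749783 in *Pph* 1 and 16246160 in *Pph* 2, a mean of 1.73e+07 per library, and these totals were used here.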

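Each of the 17870 genes in the authors' table of expressed genes, which took 99.8% of the counts in every library, was tested with edgeR's quasi-likelihood test on the deposited counts, with TMM scaling and Benjamini-Hochberg adjustment, and a gene passed at an adjusted p under 0.05. Log2 fold changes are *Pph* over mock, and levels are CPM on TMM-scaled library sizes, as mean ± SD over 2 libraries. The Z-ratio, which does not use the spread between libraries, was recomputed from the counts as the difference of the standardized mean log2 CPM of the groups (prior count 0.25) over the SD of all such differences, with the cutoff of 2.25 in either direction. Gene annotations are those of Table S2, which holds only genes that the authors called on these same libraries, so a count over a group of annotated genes is not independent evidence of its direction. Members of such groups that are named as examples were chosen after their values were seen, apart from the genes the paper names. The mock libraries lay closer together than the *Pph* libraries, with 45 of 17866 genes over 2-fold apart between mock 1 and mock 2 and 606 between *Pph* 1 and *Pph* 2. *Pph* 2 correlated more closely with mock 1 and mock 2 (0.984 and 0.983 on log2 CPM) than with *Pph* 1 (0.977). A library left alone in its treatment is taken to vary like those of the other treatment, so calls without *Pph* 1 or without *Pph* 2 rest on the spread of the mock libraries. In simulations with a known answer DESeq2, run as an alternative, called more unchanged genes than its threshold of 0.05 allows. Its passes are therefore less strict than those of edgeR. Without mock 1 edgeR passed 0 of the 17870 genes (403 at an unadjusted p under 0.05; 72 by DESeq2 and 8 by limma-voom with all libraries), and without mock 2 it passed 1, a lipoxygenase gene.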

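A gene of a linoleate 9S-lipoxygenase, an enzyme that oxidizes linoleic acid, had the lowest Z-ratio of the 17870 genes, -12.2 (Phvul.010G135701). A subtilisin-like protease gene, Phvul.008G229400, was also among the lowest at -10.9, with 449 ± 55.9 CPM in mock- and 65.8 ± 71.1 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries). The highest Z-ratio, 6.96, belonged to Phvul.002G158700, a gene without annotation in Table S2, with 0.623 ± 0.159 CPM in mock- and 2.77 ± 1.15 CPM in *Pph*-inoculated leaves. Of these 3, the lipoxygenase gene passed edgeR's quasi-likelihood test, while Phvul.008G229400 had an adjusted p of 0.43 and Phvul.002G158700 an adjusted p of 0.38 from the same test. Across the 17870 genes, which are not independent replicates, the R squared between the recomputed Z-ratio and the log2 fold change was 0.992, and it was 0.993 between the columns of the authors' deposited table. The log2 fold changes behind the Z-ratio had an SD of 0.314, so the genes past the cutoff started at a log2 fold change of 0.59 upward and -0.69 downward.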

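In leaves inoculated with *Pph*, 5 genes were upregulated and 1 was downregulated among the 17870 genes tested (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The downregulated gene was the linoleate 9S-lipoxygenase gene Phvul.010G135701, with 15.6 ± 2.84 CPM in mock- and 1.03 ± 0.141 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries), a log2 fold change of -3.90 (standard error 0.24, adjusted p = 0.027, edgeR). Of the 5 upregulated genes, Phvul.008G246600 had the largest rise, with a log2 fold change of 2.07 (standard error 0.15, adjusted p = 0.030, edgeR). It had 13.1 ± 0.779 CPM in mock- and 54.9 ± 8.63 CPM in *Pph*-inoculated leaves. Phvul.002G181700 rose by 2.01 on the log2 scale, Phvul.008G179700 by 1.82, Phvul.003G041600 by 1.74 and Phvul.010G068400 by 1.68 (standard errors 0.15 to 0.16, adjusted p = 0.038 for the first and 0.044 for the others, edgeR). Phvul.008G179700, the most abundant of them, went from 156 ± 2.99 to 551 ± 31.6 CPM. Table S2 gives no annotation for these 5 upregulated genes. Genes next in order did not pass. Among them were Phvul.010G003500 and Phvul.010G035850, also without annotation (log2 fold changes 1.76 and 1.70, adjusted p = 0.053 and 0.057, edgeR). Others were the photosystem II gene psbZ (Phvul.010G069000, log2 fold change 1.12, adjusted p = 0.057, edgeR) and, among the lower ones, a pectin lyase-like gene (Phvul.003G061600, log2 fold change -1.30, adjusted p = 0.067, edgeR).

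**Figure D1:**
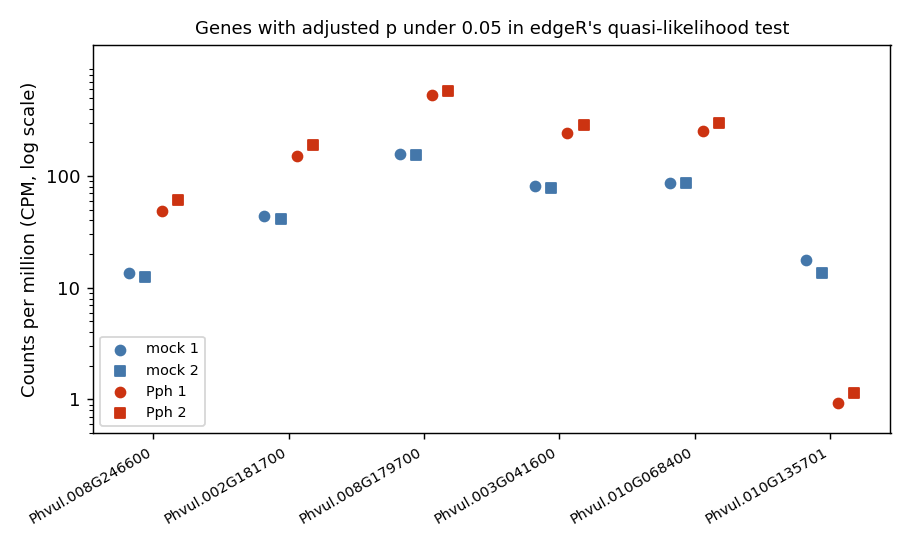
CPM (log scale) of the 6 genes past edgeR's test in each of the 4 libraries, with mock 1 and mock 2 in blue and *Pph* 1 and *Pph* 2 in red. The 5 upregulated genes lie higher in both *Pph* libraries than in both mock libraries, and the lipoxygenase gene Phvul.010G135701 went from a mean of 15.6 to 1.03 CPM.

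At an unadjusted p under 0.05, 723 genes were higher and 945 lower. By the recomputed Z-ratio, 276 genes lay past the cutoff upward and 353 downward, of which 266 and 343 are in Table S2 with the same direction. Of the 275 genes that Table S2 lists as upregulated, both *Pph* libraries lay above both mock libraries for 253 (92%), 207 had an unadjusted p under 0.05, 5 passed over all genes and 170 passed when adjusted over the list alone. Of its 357 downregulated genes, both *Pph* libraries lay below both mock libraries for 318 (89.1%), 238 had an unadjusted p under 0.05, 1 passed over all genes and 134 passed when adjusted over the list alone. For an unchanged gene the groups separate one way or the other in 33.3% of cases. Over all 17870 genes they did so in 41.4% (3688 above and 3710 below). Table S2 was chosen on these libraries. With the replicate number as a block edgeR passed 0 genes, so none of the calls above was kept. The paper says that the experiment was repeated, and the labels do not say whether the replicate numbers mark a repeat. The number of genes past edgeR's test was 0 without mock 1, 1 without mock 2, 1345 without *Pph* 1 and 1566 without *Pph* 2, and DESeq2 gave 72. With library totals in place of TMM, the 5 upregulated genes had log2 fold changes of 1.66 to 2.04 and adjusted p values of 0.0589 to 0.0722 from edgeR, so they no longer passed. Their log2 fold changes fell by 0.023 to 0.028, and their standard errors went from 0.146 to 0.159 with TMM to 0.161 to 0.180 without it.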

Based on the Z-ratio analysis, 275 and 357 were significantly upregulated and downregulated, respectively, in samples inoculated with *Pph* (Table S2). Approximately 25% of these DEGs mapped to the common bean chromosomes Pv02 and Pv08, with the remaining 75% mapped to the remaining chromosomes and scaffolds (Fig. 1).

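Of the 6 genes past edgeR's quasi-likelihood test, Phvul.008G246600 and Phvul.008G179700 lie on Pv08 and Phvul.002G181700 on Pv02, which is 50% of them, while Pv02 and Pv08 hold 23.3% of the genes tested (Fisher's exact test, two-sided, p = 0.143). Genes on Pv08 past the Z-ratio cutoff include the subtilisin-like protease genes Phvul.008G229400 and Phvul.008G229500, with log2 fold changes of -2.77 and -2.64, and on Pv02 a thaumatin gene, Phvul.002G286500, of a family of pathogenesis-related proteins, with 4.44 ± 1.15 and 12.9 ± 10.4 CPM in mock- and *Pph*-inoculated leaves (SD, n = 2 libraries). In all, 74 of the 2291 genes tested on Pv02 and 81 of the 1869 on Pv08 passed the Z-ratio cutoff. Together these are 155 of 629 genes, 24.6%, an odds ratio of 1.08 against the other chromosomes (95% confidence interval 0.892 to 1.30, Fisher's exact test, two-sided, p = 0.414). With library totals in place of TMM, and also without mock 2, the lipoxygenase gene on Pv10 alone passed edgeR's test, and the share on Pv02 and Pv08 was 0%. It was 26.4% of the 72 genes past DESeq2 and 29.8% of the 57 past edgeR without a filter on low counts.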

**Fig. 1:**
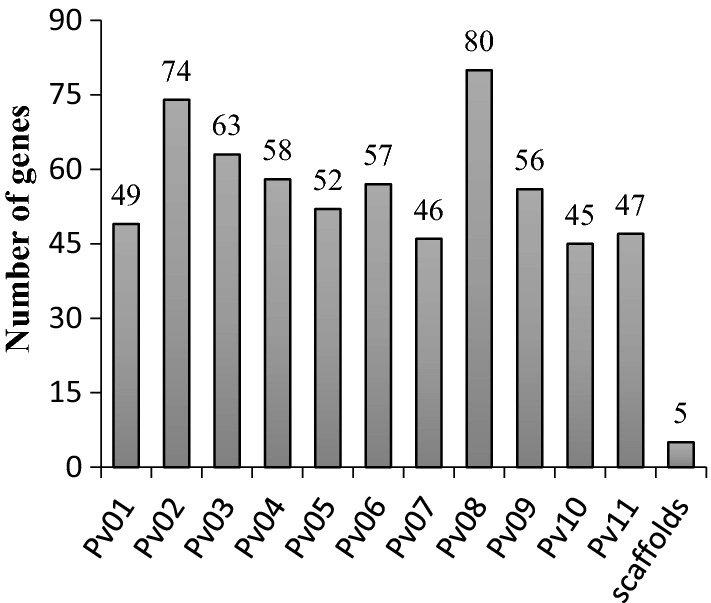
Mapping of common bean genes modulated by *Pseudomonas syringae* pv. *phaseolicola*. Distribution of differentially expressed genes (DEGs) throughout the *P. vulgaris* genome. DEGs (total of 632) mapped to all 11 *P. vulgaris* chromosomes and scaffolds (genome version v2.1; https://phytozome.jgi.doe.gov/). The number on top of the bars indicates the total DEGs mapped to each genome region

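The genes past the recomputed Z-ratio cutoff were spread over all 11 chromosomes, from 42 genes on Pv10 to 81 on Pv08, with 6 more on scaffolds. Pv04 had the highest share, 58 of its 1084 tested genes (5.35%, odds ratio 1.61 against the rest, Fisher's exact test, two-sided, adjusted p = 0.0186 over the chromosomes and scaffolds). Among the 58 are 6 genes of chlorophyll a/b-binding proteins, which carry the antenna pigments of photosystem II, such as Phvul.004G093194 with 65.2 ± 15.1 and 133 ± 32.4 CPM in mock- and *Pph*-inoculated leaves (SD, n = 2 libraries), and 17 genes annotated with leucine-rich repeats. The share on Pv08 was 4.33% (adjusted p = 0.184 from the same test). Neighbouring genes of one family are not independent draws, which these tests do not take into account.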

The GO enrichment analysis (Table S3) showed an over-representation of biological process and molecular function terms related to plant immune responses. In particular, programmed cell death and apoptosis processes were enriched among upregulated genes, which are well known to be activated during the hypersensitive response against pathogens (reviewed by Balint-Kurti 2019). 

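Among the genes of Table S2 with a known part in immune responses, a gene of pathogenesis-related protein 1, a marker of salicylic acid responses, was higher in both *Pph* libraries, with 32.5 ± 7.32 CPM in mock- and 98.4 ± 30.5 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; Phvul.006G197100, log2 fold change 1.60, standard error 0.25). A beta-1,3-glucanase gene, Phvul.009G256400, whose product cuts callose and fungal cell walls, had 487 ± 21.3 CPM in mock- and 914 ± 45.7 CPM in *Pph*-inoculated leaves, and the chitinase gene Phvul.004G101500 had a log2 fold change of 1.27, nearly all of it from *Pph* 2 (log2 ratio to the mock mean 0.09 in *Pph* 1 and 1.88 in *Pph* 2). Of the 16 genes annotated as pathogenesis-related proteins, chitinases, thaumatins or beta-1,3-glucanases, 11 had positive and 5 had negative log2 fold changes, and the groups did not overlap for 10 and 5 of them. The lower ones include the glucanase gene Phvul.003G079900 (log2 fold change -1.04) and the Bet v I family gene Phvul.011G182900 (-1.17). All 7 genes of WRKY transcription factors in Table S2 were higher in both *Pph* libraries than in both mock libraries, led by Phvul.009G138900 with 1.24 ± 0.341 CPM in mock- and 4.38 ± 1.40 CPM in *Pph*-inoculated leaves (log2 fold change 1.81, standard error 0.35). Of all upregulated genes of Table S2 92% separate in this way, against 33.3% by chance in either direction for genes not chosen on these libraries. Of the pathogenesis-related group 0 passed edgeR's quasi-likelihood test over all genes, 13 passed when adjusted over the list alone and 13 had an unadjusted p under 0.05. For the WRKY genes these numbers were 0, 4 and 4. DESeq2 passed 3 and 1 of them and limma-voom 0 of either. EdgeR passed 11 and 3 without *Pph* 1, 13 and 3 without *Pph* 2. Both groups hold only genes that the study called on these libraries.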

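The 11 upregulated genes that Table S3 lists under apoptosis all carry annotations of leucine-rich repeat or NB-ARC resistance proteins, the intracellular receptors that sense bacterial effectors and can start cell death. Of them 8 lie on Pv04, 1 on Pv07 and 2 on Pv10, and the clearest was Phvul.004G013100 on Pv04, with 8.83 ± 1.65 CPM in mock- and 19.3 ± 1.06 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 1.13, standard error 0.17, adjusted p = 0.27, edgeR). Phvul.004G036600 had 0.803 ± 0.0529 and 2.00 ± 0.197 CPM in mock- and *Pph*-inoculated leaves (log2 fold change 1.32, standard error 0.32) and the Pv07 gene Phvul.007G254700 had 1.37 ± 0.302 and 2.40 ± 0.959 CPM (log2 fold change 0.79, standard error 0.38). Both *Pph* libraries lay above both mock libraries for 10 of the 11, a share like the 92% of all upregulated genes of Table S2 (chance gives 33.3% in either direction for genes not chosen on these libraries). The median log2 ratio to the mock mean was 0.79 in *Pph* 1 and 0.96 in *Pph* 2. By edgeR's quasi-likelihood test 0 of the 11 passed over all genes, 3 passed when adjusted over the list alone and 5 had an unadjusted p under 0.05, DESeq2 passed 1 and limma-voom 0. Without *Pph* 1 or *Pph* 2, edgeR passed 3 or 4. The 11 genes were chosen by the study on these libraries, so their shared direction is not independent evidence.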

Enrichment for signal transduction through post-translational protein modifications, such as phosphorylation, kinase and transferase activities, transferring phosphorus-containing groups, adenyl ribonucleotide binding, adenyl nucleotide binding, and nucleoside binding were also observed (Fig. S2). Furthermore, the upregulated genes were mainly involved in photosynthesis as part of the thylakoid cellular component. However, the genes in these GO categories are annotated as negative regulators of the light reaction and photosynthetic electron transport chain at the photosynthetic membrane and photosystem, indicating the induction of regulation to reduce photosynthetic rates (Fig. S2). 

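Genes of wall-associated kinases, which sit in the plasma membrane and bind pectin of the cell wall, make up 5 of the upregulated genes of Table S2, such as Phvul.001G066400 with 6.63 ± 0.574 CPM in mock- and 11.9 ± 0.409 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 0.84, standard error 0.16). Its neighbour Phvul.001G066300 had a log2 fold change of 0.75 and the Pv06 gene Phvul.006G137300 one of 1.06 (standard errors 0.15 and 0.41). Of kinases whose annotation in Table S2 names a malectin domain, which binds carbohydrates, there are 9 genes, among them Phvul.005G078900 with 17.7 ± 0.884 CPM in mock- and 31.9 ± 4.00 CPM in *Pph*-inoculated leaves and Phvul.005G077600 with 1.65 ± 0.479 and 3.76 ± 0.244 CPM. The 9 were higher in both *Pph* libraries than in both mock libraries, as were 4 of the 5 wall-associated kinases and 92% of all upregulated genes of Table S2 (33.3% by chance in either direction for genes not so chosen). Table S4 counts 11 genes with a malectin-like domain, some of which Table S2 annotates as leucine-rich repeat kinases and which are not among the 9. Over all genes 0 members of either group passed edgeR's quasi-likelihood test, while 9 malectin kinases and 4 wall-associated kinases had an unadjusted p under 0.05 and the same numbers passed when adjusted over the list alone, in lists that the study chose on these libraries. DESeq2 passed 4 of the malectin kinases and 0 of the wall-associated kinases. Limma-voom passed 0 of either. EdgeR passed 6 and 3 without *Pph* 1 and 8 and 5 without *Pph* 2.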

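The 13 upregulated genes that Table S3 lists under photosynthesis are 4 genes of light-harvesting chlorophyll a/b-binding proteins and 9 nuclear gene models annotated as copies of plastid-encoded photosystem genes, and all 13 were higher in both *Pph* libraries than in both mock libraries. The antenna protein gene Phvul.004G093000 had 47.1 ± 10.8 CPM in mock- and 128 ± 26.8 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 1.44, standard error 0.21, adjusted p = 0.26, edgeR) and Phvul.011G155700 had 297 ± 82.1 and 512 ± 138 CPM (log2 fold change 0.78). Phvul.008G292600, annotated as psbB of the photosystem II core, had 7.95 ± 0.125 CPM in mock- and 19.7 ± 0.179 CPM in *Pph*-inoculated leaves (log2 fold change 1.31, standard error 0.13, adjusted p = 0.057, edgeR). The median log2 ratio to the mock mean was 1.14 in *Pph* 1 and 0.90 in *Pph* 2. Of the 13, 0 passed edgeR's quasi-likelihood test over all genes, and all 13 had an unadjusted p under 0.05 and passed when adjusted over the list alone, which the study chose on these libraries. DESeq2 passed 7 and limma-voom 0. EdgeR passed 10 without *Pph* 1 and 13 without *Pph* 2.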

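The annotations of these genes in Table S2 name structural proteins of the light reactions, such as psaA, the core of photosystem I (Phvul.010G068800, 48.5 ± 1.46 CPM in mock- and 86.4 ± 5.75 CPM in *Pph*-inoculated leaves; SD, n = 2 libraries), psbC of the photosystem II antenna (Phvul.009G188400, log2 fold change 1.06, adjusted p = 0.13, edgeR) and the D1 protein psbA. A pair of psbA copies differed between the *Pph* libraries: Phvul.009G011900 had a log2 ratio to the mock mean of 0.57 in *Pph* 1 and 2.27 in *Pph* 2, and Phvul.009G224400 had 36.8 ± 4.78 and 119 ± 88.9 CPM. Of all annotations in Table S2, 18 are copies of plastid-encoded genes and 7 are chlorophyll a/b-binding proteins, each of them higher in both *Pph* libraries than in both mock libraries, and 0 match the nuclear-encoded photosystem subunits searched for. The same holds for 92% of all upregulated genes of Table S2, which were chosen on these libraries, and chance gives 33.3% in either direction for other genes. The antenna genes had a median log2 ratio to the mock mean of 1.35 in *Pph* 1 and 0.79 in *Pph* 2, and the plastid copies of 0.78 and 0.89. By edgeR's quasi-likelihood test over all genes 0 of the 25 passed, all 25 had an unadjusted p under 0.05 and all passed when adjusted over the list alone, DESeq2 passed 5 antenna genes and 7 plastid copies, limma-voom 0. Without *Pph* 1 or *Pph* 2, edgeR passed 5 or 7 antenna genes and 13 or 16 plastid copies. Reads of plastid transcripts that passed the authors' organelle filter would be counted on such copies. Genes that Table S2 annotates as organelle copies together took 0.0407% and 0.0358% of the counts in mock 1 and mock 2. In *Pph* 1 and *Pph* 2 they took 0.0655% and 0.0927%. The study called these genes on the same libraries, so the higher share is not independent evidence of more organelle RNA.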

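The 14 downregulated genes that Table S3 lists under ribosome encode proteins of the cytosolic ribosome, and both *Pph* libraries lay below both mock libraries for 13 of them. Phvul.008G015200, of ribosomal protein L23A, had 34.8 ± 5.72 CPM in mock- and 16.6 ± 2.77 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change -1.07, standard error 0.17, adjusted p = 0.29, edgeR), and the abundant Phvul.003G191200, of protein S9, had 214 ± 29.1 and 129 ± 26.1 CPM. Of 3 ribosome biogenesis genes, BRX1 (Phvul.001G137900), needed to assemble the large subunit, had a log2 fold change of -1.27. Among genes of oxidation and reduction, an isoflavone 2'-hydroxylase gene of phytoalexin synthesis, Phvul.010G012900, had 168 ± 5.04 CPM in mock- and 82.0 ± 25.5 CPM in *Pph*-inoculated leaves, and the chloroplast iron superoxide dismutase gene Phvul.007G135400 had a log2 fold change of -2.05 (standard error 1.09). In Table S2, 10 genes of isoflavonoid and chalcone synthesis and 5 of glutathione S-transferases, which conjugate toxic and oxidized compounds, are listed as downregulated.

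**Figure D2:**
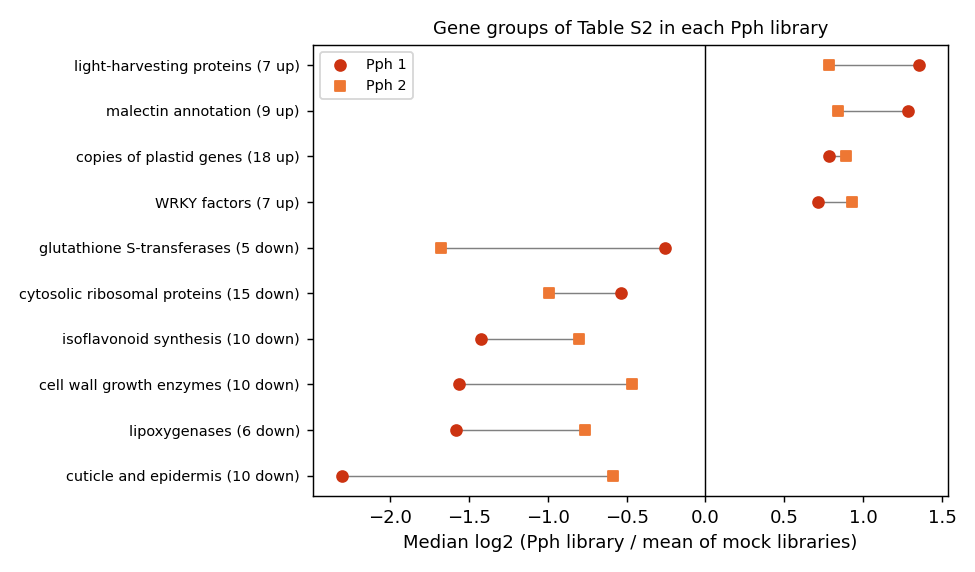
Median log2 ratio of each *Pph* library to the mock mean for 10 groups of genes annotated in Table S2, with the number of genes plotted. In each group only the members called in the direction shown are plotted. The 15 downregulated of the 16 cytosolic ribosomal protein genes had medians of -0.53 in *Pph* 1 and -0.99 in *Pph* 2, the glutathione S-transferases -0.25 and -1.68, and the cuticle genes -2.31 and -0.58.

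Of the 14 ribosome genes 0 passed edgeR's quasi-likelihood test over all genes, 12 passed when adjusted over the list alone and 12 had an unadjusted p under 0.05. DESeq2 passed 3 and limma-voom 0. Of all 11 isoflavonoid genes, 1 of them listed as upregulated, these numbers from edgeR were 0, 5 and 8 and of the glutathione S-transferases 0, 2 and 2, with 4 and 0 past DESeq2 and 0 past limma-voom. Without *Pph* 1 or *Pph* 2, edgeR passed 14 or 10 ribosome genes, 7 or 8 isoflavonoid genes and 5 or 1 glutathione S-transferase genes. The study chose each of these lists on the same libraries.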

Genes downregulated by *Pph* inoculation were primarily in the GO categories involved in oxidation, reduction, and catalytic activity metabolic processes at the ribosome (Fig. S3), indicating that the repression of oxidative reactions is a result of the negative regulation of photosynthesis.

Next, we identified the protein domains encoded by the DEGs. This analysis revealed an overrepresentation of malectin-like carbohydrate-binding, leucine-rich repeat (LRR), lipoxygenase, and glycoside hydrolase superfamily domains (Fig. 2a). 

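Lipoxygenases start the synthesis of oxylipins. Of the 7 genes that Table S2 lists for them, 6 lay below both mock libraries in both *Pph* libraries and 1 above. Members of the family that the study did not call are not counted. Phvul.005G156900, the most abundant of them, had 5845 ± 854 CPM in mock- and 3492 ± 874 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change -0.74), Phvul.010G134900 had 1738 ± 334 and 894 ± 307 CPM (-0.96), and the chloroplast-type gene Phvul.009G262900 was the higher one (0.66). The linoleate 9S-lipoxygenase gene Phvul.010G135701 was the 1 that passed edgeR's quasi-likelihood test over all genes, and 5 passed when adjusted over the list alone. Of the 47 genes annotated with leucine-rich repeats 42 had positive and 5 negative log2 fold changes, with both *Pph* libraries above both mock libraries for 39 and below for 5. In Table S2 as a whole, chosen on these libraries, the groups separate for 92% of the upregulated and 89.1% of the downregulated genes. Chance gives 33.3% for other genes, both directions counted together. Of the 11 genes whose annotation in Table S2 names expansins, xyloglucan hydrolases or pectin enzymes, which loosen or remodel the cell wall, 10 had negative log2 fold changes, such as the xyloglucan endotransglucosylase Phvul.011G107000, with 42.2 ± 5.07 and 20.0 ± 10.9 CPM. The 1 with a positive value, Phvul.004G094094, is annotated as a polygalacturonase in Table S2 but listed as an LRR gene like RLP35 in Table S4. Over all genes 0 of the 47 leucine-rich repeat genes passed edgeR's test (35 at an unadjusted p under 0.05, 26 adjusted over the list alone, 4 by DESeq2, 0 by limma-voom), and 0 of the 11 wall genes did (7 at an unadjusted p under 0.05, 0 adjusted over the list alone, 0 by DESeq2 and limma-voom). Without *Pph* 1 or *Pph* 2 edgeR passed 14 or 23 leucine-rich repeat genes, 3 or 6 lipoxygenase genes and 2 or 8 wall genes, and without mock 1 it passed 0 of each. The study chose these genes on the same libraries, and domain enrichment was not tested here because annotations of the other genes were not used.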

Among the proteins with malectin-like carbohydrate-binding and LRR domains (Table S4), seven are predicted to contain both domains, four have only the malectin-like domain, and 27 have only the LRR domain (Fig. 2b). 

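Of the 38 genes, the 7 with both domains and the 4 with the malectin-like domain alone had positive log2 fold changes, with both *Pph* libraries above both mock libraries for each, and of the 27 with the LRR domain alone 21 were positive and 6 negative. The medians were 1.06 for both domains, 0.96 for malectin alone and 0.72 for LRR alone, and in the last group both *Pph* libraries lay above both mock libraries for 19 genes and below for 6. The LRR-only gene with the highest value, Phvul.004G142401, had 9.79 ± 1.45 CPM in mock- and 22.7 ± 8.18 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 1.21, standard error 0.26, adjusted p = 0.39, edgeR). Phvul.005G163000, with a malectin-like domain alone, had 4.09 ± 0.0101 and 8.27 ± 0.577 CPM (log2 fold change 1.01, standard error 0.18). Adjusted over the list alone, 6 of the 7, 4 of the 4 and 15 of the 27 passed edgeR's quasi-likelihood test, in a list that the study chose on these libraries. Over all genes 0 of the 38 passed, with 6, 4 and 19 at an unadjusted p under 0.05, against 3, 0 and 1 by DESeq2 and 0 by limma-voom. Without *Pph* 1 edgeR passed 4, 2 and 5 of them, and without *Pph* 2 it passed 5, 1 and 17.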

Sequence analysis showed that two genes induced by *Pph* (Z-ratio > 3.8) encode for proteins with both malectin-like and LRR domains (Phvul.005G164500 and Phvul.008G164300) and are putative orthologs of *Arabidopsis thaliana* XLG2 (EXTRA-LARGE GUANINE NUCLEOTIDE-BINDING PROTEIN 2). 

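Phvul.005G164500, on Pv05 from 39226711 to 39231448 (v2.1), had 1.58 ± 0.224 CPM in mock- and 4.50 ± 1.14 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries), a log2 fold change of 1.50 (standard error 0.29, adjusted p = 0.36, edgeR's quasi-likelihood test) and a recomputed Z-ratio of 4.99. Phvul.008G164300, on Pv08 from 44972171 to 44982191, was more abundant, with 9.94 ± 0.0560 CPM in mock- and 22.0 ± 3.30 CPM in *Pph*-inoculated leaves. Its log2 fold change was 1.15 (standard error 0.15, adjusted p = 0.18, edgeR). Its Z-ratio was 3.76 when recomputed with a prior count of 0.25, and 3.84 in Table S2. Both genes encode receptor kinases with an extracellular malectin-like domain, and the similar Arabidopsis entry that Table S4 gives for them is XLG2, a G-protein alpha-like subunit of immune signalling. Both *Pph* libraries lay above both mock libraries for each gene, and the libraries of Phvul.008G164300 were 9.98 and 9.90 CPM in mock 1 and mock 2, 24.4 CPM in *Pph* 1 and 19.7 CPM in *Pph* 2. DESeq2 passed Phvul.008G164300 (adjusted p = 0.0015). Without *Pph* 1 and without *Pph* 2 its log2 fold changes in edgeR were 0.99 and 1.29, and those of Phvul.005G164500 were 1.23 and 1.74. Each of these fits leaves a single *Pph* library and takes the spread from the mock libraries. Neither gene passed limma-voom, edgeR with the replicate number as a block, or edgeR without mock 1 or without mock 2, and Phvul.005G164500 did not pass DESeq2 (adjusted p = 0.11).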

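The 5 Pv05 genes Phvul.005G163100, Phvul.005G163800, Phvul.005G164000, Phvul.005G164300 and Phvul.005G164400 encode kinases with malectin-like and LRR domains, and each was higher in both *Pph* libraries than in both mock libraries. Phvul.005G164300 (39196766 to 39201557, v2.1) had 11.3 ± 1.34 CPM in mock- and 23.6 ± 7.05 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries), a log2 fold change of 1.06 (standard error 0.22, adjusted p = 0.39, edgeR's quasi-likelihood test). Phvul.005G164400 (39210414 to 39215052) was close to it, with 9.33 ± 1.02 and 19.8 ± 4.29 CPM (log2 fold change 1.08, standard error 0.19, adjusted p = 0.32, edgeR). The other three lay under 5 CPM: Phvul.005G163100 had 1.79 ± 0.732 and 3.76 ± 0.861 CPM, Phvul.005G163800 1.64 ± 0.509 and 2.65 ± 0.715 CPM and Phvul.005G164000 0.777 ± 0.0890 and 1.50 ± 0.105 CPM, with log2 fold changes of 1.06, 0.68 and 0.94. Phvul.005G163800 had a standard error of 0.35 and an adjusted p of 0.61 (edgeR). DESeq2 passed Phvul.005G164300 and Phvul.005G164400 (adjusted p = 0.024 and 0.015). EdgeR passed both of them without *Pph* 1 (adjusted p = 0.0057 and 0.0028) and without *Pph* 2 (adjusted p = 3.4e-06 and 1.3e-05). It passed Phvul.005G163100 without *Pph* 2 (adjusted p = 0.016) but not without *Pph* 1 (0.17). None of the 5 passed edgeR without mock 1 or without mock 2.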

The other five proteins containing both malectin-like and LRR domains (Phvul.005G163100, Phvul.005G163800, Phvul.005G164000, Phvul.005G164300, and Phvul.005G164400) are putative orthologs of the *A. thaliana* IOS1 (IMPAIRED OOMYCETE SUSCEPTIBILITY 1) protein. The *P. vulgaris* genes that code these seven proteins showed a narrow range of expression (Z-ratios from 2.4 to 4.9), indicating possible co-regulation (Fig. 2c).

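The 7 genes with both domains had log2 fold changes of 0.68 to 1.50 and recomputed Z-ratios of 2.48 to 4.99, at mock levels from 0.777 to 11.3 CPM (n = 2 libraries per treatment). Their median log2 ratio to the mock mean was 1.29 in *Pph* 1 and 0.84 in *Pph* 2, so both libraries moved the same way and *Pph* 1 lay further from the mock libraries. Adjusted p values ran from 0.181 to 0.615 (edgeR's quasi-likelihood test), and the gene with the fewest counts had 14 in 1 library.

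**Figure D3:**
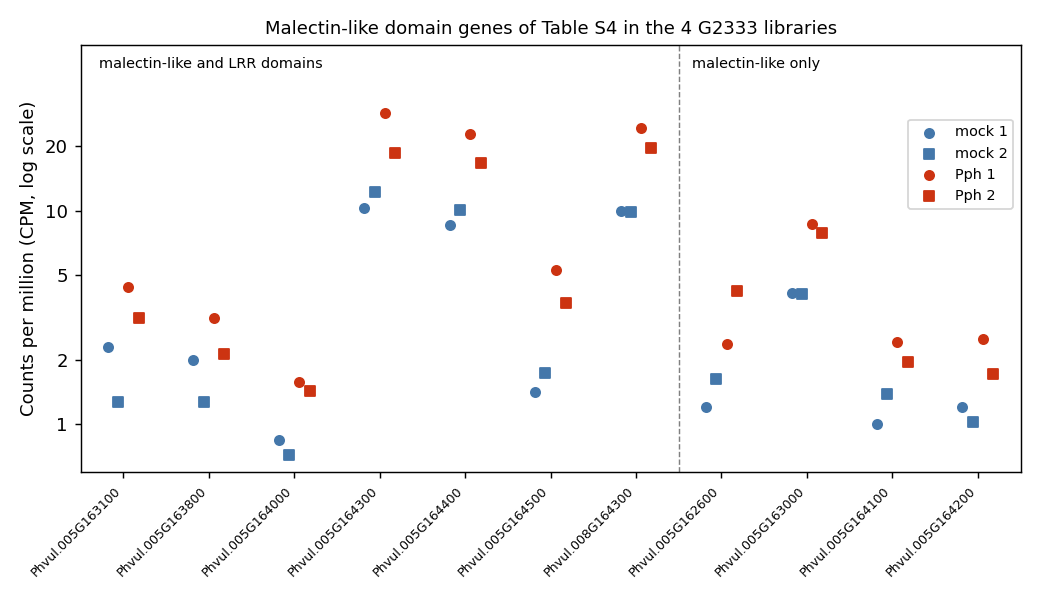
CPM (log scale) of the 11 genes of Table S4 with a malectin-like domain, 7 of them with an LRR domain as well, in mock 1 and mock 2 (blue) and *Pph* 1 and *Pph* 2 (red). All 11 genes lie higher in both *Pph* libraries than in both mock libraries.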

**Fig. 2:**
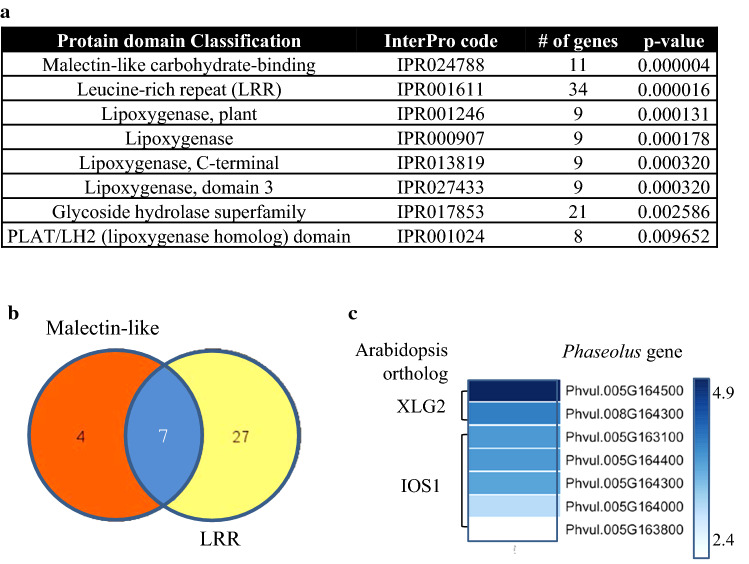
Protein domain enrichment analysis. **a** List of enriched protein domains (Holm–Bonferroni; > 5 genes and *p* < 0.01) identified among DEGs according to InterPro codes (http://www.ebi.ac.uk/interpro). **b** Venn diagram showing DEGs that encode leucine-rich repeat (LRR) and/or malectin domains. **c** Heatmap of expression levels (Z-ratio) of the seven DEG containing both malectin-like and LRR domains and their putative Arabidopsis orthologs (*E* value = 0.0, Identity > 45%)

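Of the 38 genes with a malectin-like or LRR domain, 10 lie on Pv05, 9 on Pv04 and 8 on Pv08, and the genes of these chromosomes had positive log2 fold changes with medians of 1.04, 0.75 and 0.84. Both *Pph* libraries lay above both mock libraries for all 10 on Pv05, 7 of 9 on Pv04 and 8 of 8 on Pv08. The list was chosen on these libraries, like Table S2, where 92% of the upregulated genes separate. Chance gives 33.3% for other genes, both directions counted together. On Pv02, Phvul.002G239400, of an LRR receptor-like kinase, had 2.85 ± 0.131 CPM in mock- and 4.81 ± 0.492 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 0.75, standard error 0.22). Of the Pv08 genes, Phvul.008G277352 had 3.00 ± 0.208 and 6.62 ± 1.28 CPM (log2 fold change 1.13, standard error 0.23) and Phvul.008G109600 0.930 ± 0.127 and 1.89 ± 0.0637 CPM (log2 fold change 1.01, standard error 0.32). The lowest adjusted p values from edgeR's quasi-likelihood test were 0.387 on Pv04, 0.322 on Pv05 and 0.181 on Pv08, and 28 of the 38 genes had under 5 CPM in mock-inoculated leaves.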

Mapping of the 38 genes encoding for malectin and/or LRR proteins revealed that the LRR proteins are located in all chromosomes except Pv05 and Pv10 (Fig. 3). Interestingly, genes coding for proteins with a malectin-like domain alone or proteins with a malectin and an LRR domains formed a cluster in Pv05, which co-located with the previously mapped QTL HB5.1 (Tock et al. 2017) (Fig. 3). 

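The 10 Pv05 genes lie between 39056289 and 39231448 (v2.1), and their log2 fold changes ran from 0.68 to 1.50. At one end Phvul.005G162600, with a malectin-like domain alone, had 1.42 ± 0.300 CPM in mock- and 3.30 ± 1.32 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries), and within the cluster Phvul.005G164100 and Phvul.005G164200, also with that domain alone, had log2 fold changes of 0.88 and 0.91 (standard errors 0.32 and 0.34). All 10 genes tested with gene numbers from Phvul.005G162600 to Phvul.005G164500 passed the Z-ratio cutoff upward, where 1.49% of the other genes did, but both ends of the range were set by genes that the study called. Of the 10, 9 had an unadjusted p under 0.05, 0 passed edgeR's quasi-likelihood test over all genes, and 2 passed DESeq2 and 0 limma-voom. Without *Pph* 1 and without *Pph* 2 edgeR passed 5 genes each.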

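Besides Phvul.008G164300, the LRR genes of Table S4 on Pv08 number 7, lie between 12306228 and 61990190 (v2.1), and had log2 fold changes from 0.71 upward. Phvul.008G210814, of a receptor-like protein, had 4.32 ± 0.241 CPM in mock- and 7.44 ± 1.34 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 0.78, standard error 0.21), Phvul.008G277310 had 4.22 ± 0.170 and 7.33 ± 1.70 CPM (0.79, standard error 0.22), and Phvul.008G122200 had 1.89 ± 0.291 and 3.14 ± 1.24 CPM (0.72, standard error 0.35). Both *Pph* libraries lay above both mock libraries for each of the 7, as for 92% of the upregulated genes of Table S2. These were chosen on these libraries, and chance separates the groups in 33.3% of other genes, both directions counted together. Of the 3 named genes 0 passed edgeR's quasi-likelihood test, DESeq2 or limma-voom over all genes, and 2 of them had an unadjusted p under 0.05 from edgeR. Without *Pph* 2 edgeR passed all 3 (adjusted p = 0.0066, 0.0040 and 0.028). Without *Pph* 1 it passed none of them (adjusted p = 0.12, 0.17 and 0.73), with log2 fold changes of 0.59, 0.54 and 0.26.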

Only one malectin–LRR encoding gene was located on another chromosome (Pv08; Phvul.008G164300) (Fig. 3), which is phylogenetically distant from the other LRR genes regulated by *Pph* in this chromosome (Fig. 4). 

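On Pv04, Phvul.004G142401, of a receptor-like protein with leucine-rich repeats, lies from 44220849 to 44231406 (v2.1), and its log2 ratio to the mock mean was 1.54 in *Pph* 1 and 0.79 in *Pph* 2. On Pv06, Phvul.006G180200 (28205183 to 28212318) had 1.14 ± 0.0500 CPM in mock- and 1.86 ± 0.400 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 0.72, standard error 0.32). On Pv08, Phvul.008G274000 and Phvul.008G109300 had log2 fold changes of 0.71 and 0.89 (standard errors 0.22 and 0.38). On Pv09, the polygalacturonase inhibitor gene Phvul.009G180501 (27083134 to 27084296) was lower, with a log2 ratio of -3.53 in *Pph* 1 and -1.72 in *Pph* 2. Of these 5 genes 0 passed edgeR's quasi-likelihood test over all genes and 3 had an unadjusted p under 0.05. DESeq2 passed 1, Phvul.004G142401, and limma-voom 0. Without *Pph* 1 edgeR passed Phvul.004G142401 and Phvul.009G180501 (adjusted p = 0.0048 and 1.1e-06), and without *Pph* 2 it passed these (8.9e-07 and 1.7e-10) and Phvul.008G109300 (0.041), which had 0.43 without *Pph* 1. The positions of the QTLs were not analysed here.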

Notably, some LRR genes induced by *Pph* were mapped close to QTLs *Pse-6/*HB4.2 and *Psqp4/*HB4.1 in Pv04, QTLs Psp6.1*/*HB6.1 and Psp6.2*/*HB6.2 in Pv06, and QTLs HB8.1 and HB8.2 in Pv08, while an LRR repressed by *Pph* mapped close to QTL HB9.1 in Pv09 (Fig. 3). Altogether, these results suggest that the common bean response at the early stages of *Pph* infection leads to induction of LRR and malectin domain-encoding genes that are associated with disease resistance described in previous QTL mapping studies (Miklas et al. 2014; Trabanco et al. 2014; Tock et al. 2017).

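Of the 38 genes with a malectin-like or LRR domain, 32 had positive log2 fold changes in *Pph*-inoculated leaves, and both *Pph* libraries lay above both mock libraries for 30 of them. The 38 genes had a median log2 fold change of 0.78, and their median log2 ratio to the mock mean was 0.99 in *Pph* 1 and 0.66 in *Pph* 2 (n = 2 libraries per treatment). Malectin-like domains bind carbohydrates and leucine-rich repeats bind peptides and other ligands, and both are found in receptors that sense microbes or wall damage. The paper proposes that *Pph* infection induces genes of both kinds and that these genes relate to disease resistance. Among its grounds is that they lie near QTLs mapped in earlier studies. It also draws on domain enrichment, similarity to Arabidopsis proteins and RT-qPCR of 5 genes, all reported as significantly upregulated in the tolerant genotypes. The RT-qPCR was not analysed here. Over all genes 0 of the 38 passed edgeR's quasi-likelihood test, 29 had an unadjusted p under 0.05 and 25 passed when adjusted over the list alone. As a set, the 38 genes ranked higher than the other genes (camera, p = 2.0e-16 with the preset correlation between genes of 0.01, and p = 0.0457 with the correlation of 0.0962 estimated from these libraries), but the list was chosen on the same libraries, so this is not independent evidence. With the correlation estimated anew, camera was also run leaving out 1 library at a time. Such a fit keeps 1 degree of freedom for the spread. That is too little to decide whether the set result holds without that library, and no conclusion is drawn from these runs. DESeq2 passed 4 of the 38 and limma-voom 0. EdgeR passed 11 without *Pph* 1, 23 without *Pph* 2 and 0 without either mock library. Adjusted over the list alone, edgeR passed 0 without mock 1, 10 without mock 2, 25 without *Pph* 1 and 32 without *Pph* 2.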

**Fig. 3:**
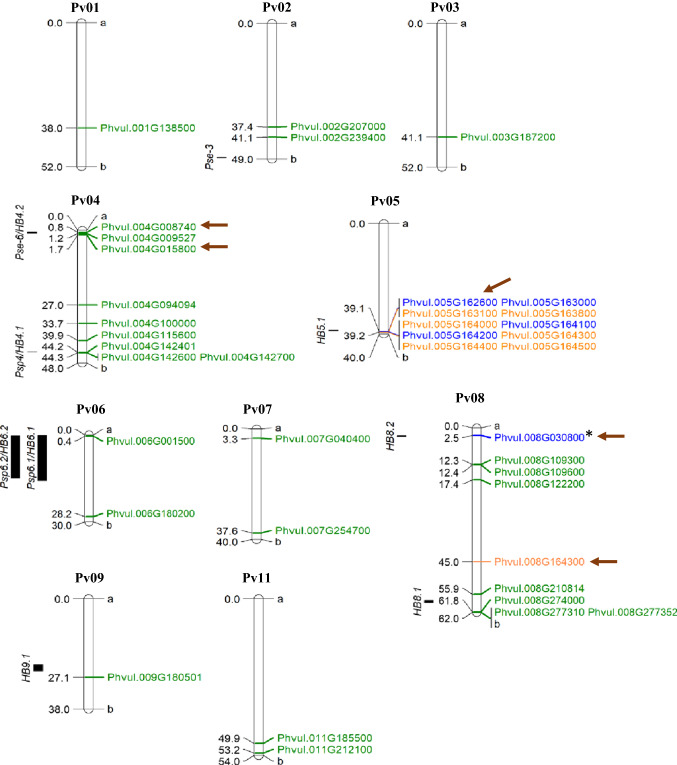
Chromosome location of the 38 common bean genes encoding malectin-like and/or LRR domains regulated by *Pph*. The numbers on the left are the physical positions of each gene in the common bean chromosomes (in Mb). Letters “a” and “b” indicate the beginning and end of the chromosome, respectively. Genes tagged with green, blue, or orange code for LRR domain, malectin-like domain, or proteins with both LRR and malectin-like domains, respectively. The black rectangles on the left of the chromosomes indicate the physical position of the previously mapped *Pph* resistance QTLs (Miklas et al. 2014; Trabanco et al. 2014; Tock et al. 2017). Brown arrows point to genes that had their expression assessed via RT-qPCR. The gene Phvul.008G030800 (*) was previously described (Oblessuc et al. 2015). The map was created using MapChart software (Voorrips 2002)

**Fig. 4:**
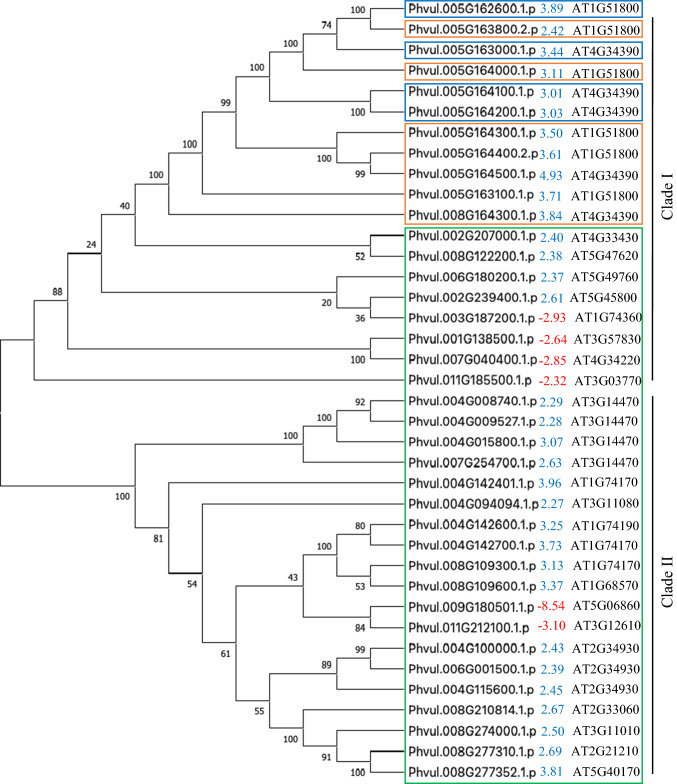
Phylogenetic analysis of DEGs encoding malectin and/or LRR domains. Complete predicted proteins were aligned using the ClustalW algorithm in MEGAX. Phylogenetic clustering was accomplished using the neighbor-joining method with 1000 bootstraps. The number in front of the gene ID is the Z-ratio differential expression, wherein red and blue fonts indicate downregulation and upregulation, respectively, upon bacterium infection. The putative *Arabidopsis thaliana* ortholog (*E* value < 10^–31^) for each *P. vulgaris* protein is listed on the right. Genes tagged with green, blue, and orange squares code for LRR domain, malectin-like domain, and proteins with both LRR and malectin-like domains, respectively

Phylogenetic clustering analysis of all 38 proteins with LRR and/or malectin domains encoded by *Pph-*regulated genes revealed two major clades: Clade I containing malectin-like and/or LRR domain proteins, and Clade II harboring only LRR proteins (Fig. 4). As expected, proteins with a malectin-like domain clustered in a sub-clade within Clade I that was distinct from proteins containing an LRR domain alone. Interestingly, all of these malectin domain proteins, with exception of Phvul.008G164300.1.p, are located at the end of chromosome Pv05 (Fig. 3). Among the LRR proteins, 19 have a kinase domain, out of which six LRR-kinases were downregulated by *Pph* in G2333. 

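The 6 LRR genes with negative log2 fold changes, among them genes of receptor kinases and of an inhibitor of wall-degrading enzymes, were lower in both *Pph* libraries than in both mock libraries, from -0.74 to -2.35 on the log2 scale (n = 2 libraries per treatment). *Pph* 1 lay further from the mock mean than *Pph* 2 in all 6. Among the downregulated genes of Table S2, chosen on these libraries, 89.1% separate in this way. Chance gives 33.3% for other genes, both directions counted together. Over all genes 0 of the 6 passed edgeR's quasi-likelihood test (adjusted p from 0.387 to 0.592), 5 had an unadjusted p under 0.05 and the same number passed when adjusted over the list alone, while DESeq2 and limma-voom passed 0. Without *Pph* 1 edgeR passed 1 of them, Phvul.009G180501, and without *Pph* 2 it passed 5, all but Phvul.003G187200. They were chosen by the study on these libraries.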

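Phvul.003G187200, the NILR1-like gene of a receptor kinase that in Arabidopsis senses nematodes, had 3.70 ± 0.181 CPM in mock- and 1.85 ± 0.0798 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries). Its log2 ratio to the mock mean was -1.05 in *Pph* 1 and -0.96 in *Pph* 2 (adjusted p = 0.42, edgeR's quasi-likelihood test). Phvul.007G040400, like RECEPTOR DEAD KINASE1, had 13.4 ± 0.0163 CPM in mock- and 7.33 ± 2.76 CPM in *Pph*-inoculated leaves, with a log2 ratio to the mock mean of -1.32 in *Pph* 1 and -0.53 in *Pph* 2. Phvul.001G138500 had 14.4 ± 1.57 and 8.27 ± 3.29 CPM and Phvul.011G185500 13.3 ± 0.783 and 7.96 ± 1.62 CPM, with log2 fold changes of -0.79 and -0.74 (standard errors 0.26 and 0.18). All 4 were lower in both *Pph* libraries than in both mock libraries and had an unadjusted p under 0.05 in edgeR. Without *Pph* 2 edgeR passed Phvul.007G040400, Phvul.001G138500 and Phvul.011G185500 (adjusted p = 1.5e-04, 2.1e-04 and 0.0022), and without *Pph* 1 it passed none of the 4.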

In Clade I, the coded protein Phvul.003G187200.1.p is an ortholog of *A. thaliana* NILR1 (NEMATODE-INDUCED LRR–RLK 1, AT1G74360), Phvul.001G138500.1.p is an ortholog of the Arabidopsis protein AT3G57830, Phvul.007G040400.1.p is an ortholog of Arabidopsis RECEPTOR DEAD KINASE1 (AT4G34220), known to be involved in ABA-mediated seedling development and drought tolerance, and Phvul.011G185500.1.p is an ortholog of AT3G03770. 

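Phvul.009G180501, of a polygalacturonase-inhibiting protein, which blocks pectin-degrading enzymes of pathogens, had 135 ± 25.7 CPM in mock- and 26.4 ± 20.7 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries), a log2 fold change of -2.35 (standard error 0.50, adjusted p = 0.39, edgeR's quasi-likelihood test) and a recomputed Z-ratio of -8.31. Its libraries were 154 and 117 CPM in mock 1 and mock 2, and 11.8 and 41.1 CPM in *Pph* 1 and *Pph* 2. Phvul.011G212100, like DRT100, had 5.60 ± 1.14 CPM in mock- and 3.03 ± 1.95 CPM in *Pph*-inoculated leaves, a log2 fold change of -0.86 (standard error 0.41, adjusted p = 0.59, edgeR), and most of the difference came from *Pph* 1 (log2 ratio to the mock mean -1.76, against -0.35 in *Pph* 2). Without *Pph* 2 edgeR passed Phvul.011G212100 (log2 fold change -1.76, adjusted p = 0.0011), and without *Pph* 1 its adjusted p was 0.48.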

In Clade II, the coded protein Phvul.009G180501 is an ortholog of PGIP1 (POLYGALACTURONASE INHIBITING PROTEIN 1, AT5G06860) and Phvul.011G212100 is an ortholog of DNA-DAMAGE REPAIR Arabidopsis protein (AT3G12610). 

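Phvul.002G207000, like the co-receptor kinase BAK1 that pairs with pattern-recognition receptors, had 2.86 ± 0.783 CPM in mock- and 4.57 ± 0.736 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 0.67, standard error 0.28, adjusted p = 0.53, edgeR's quasi-likelihood test), and both *Pph* libraries lay above both mock libraries. It lies on Pv02 from 37359849 to 37365484 (v2.1) and had an unadjusted p under 0.05 (edgeR). It did not pass edgeR when adjusted over the list alone (adjusted p = 0.064). Of the 32 malectin and LRR genes with positive log2 fold changes, 20 passed edgeR when adjusted over the list alone, a list the study chose on these libraries. Phvul.004G115600 and Phvul.004G142600 are the genes among them whose groups overlapped, the former with 1.32 ± 0.376 and 2.25 ± 1.08 CPM in mock- and *Pph*-inoculated leaves.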

All other LRR and/or malectin genes were upregulated after *Pph* infection, including Phvul.002G207000.1.p, a putative ortholog of BAK1 (BRASSINOSTEROID INSENSITIVE 1-ASSOCIATED RECEPTOR KINASE 1, AT4G33430) that is an important co-regulator of plant immunity and growth (Fig. 4 and Table S4).

To start validating the function of DEGs during common bean reaction to *Pph*, we performed RT-qPCR analysis using gene specific primers (Table S5) for selected DEGs that mapped closely to previously identified QTLs (Fig. 3). For this analysis, we included four bean genotypes that showed either strong resistance (Jalo EEP and AND 227) or tolerance (G2333 and CAL 143) to the *Pph* (Fig. 5). Bacterial cells were not recovered from Jalo EEP and AND 227 at 7 dpi, whereas *Pph* population grew approximately 1.5 log in G2333 and CAL 143 (Fig. 5) without causing visible symptoms (data not shown). Confirming the RNA-seq analysis, all five genes tested were significantly upregulated in the *Pph*-tolerant genotypes G2333 and CAL 143 at 12 hpi. However, different expression patterns were observed in *Pph*-resistant genotypes according to the genes analyzed (Fig. 6). 

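In the RNA-seq libraries of G2333, Phvul.005G162600, the IOS1-like gene, had a log2 ratio to the mock mean of 0.74 in *Pph* 1 and 1.57 in *Pph* 2 (log2 fold change 1.22, standard error 0.37, adjusted p = 0.43, edgeR's quasi-likelihood test, n = 2 libraries per treatment). The FER-like gene Phvul.008G030800, of the family of FERONIA receptor kinases that bind peptide signals, had 28.2 ± 1.45 CPM in mock- and 37.1 ± 0.353 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 0.39, standard error 0.11), with both *Pph* libraries above both mock libraries. The reference gene PvIDE (Phvul.001G133200) had 114 ± 11.6 and 126 ± 7.14 CPM and a log2 fold change of 0.14 (standard error 0.14, adjusted p = 0.81, edgeR). Of the 5 genes tested by RT-qPCR, 0 passed edgeR over all genes and 5 had an unadjusted p under 0.05. DESeq2 passed 1 and limma-voom 0. EdgeR passed 3 without *Pph* 1 and 2 without *Pph* 2. Phvul.005G162600 passed without *Pph* 1 (adjusted p = 0.0026) and had an adjusted p of 0.27 without *Pph* 2. The RT-qPCR data, and the other genotypes, were not analysed here.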

The genes Phvul.004G008740 and Phvul.004G015800, which map in the vicinity of *Pse-6/*HB4.2 and encode for an LRR domain, were significantly downregulated in Jalo EEP, but not regulated in AND 227, suggesting that the involvement of these genes in resistance to *Pph* strain NPS3121 may be dependent on the plant genetic background. The gene Phvul.005G162600 that maps in the vicinity of HB5.1 and the gene Phvul.008G030800 that maps close to HB8.2, both encoding for a malectin-like domain, were significantly upregulated in all genotypes, suggesting that they might be associated with general plant responses to this bacterium. The gene Phvul.008G164300 that encodes for both LRR and malectin-like domains was not significantly regulated in Jalo EEP, whereas it was significantly upregulated in AND 227, suggesting that this gene may be relevant to genotype-specific resistance to *Pph*.

**Fig. 5:**
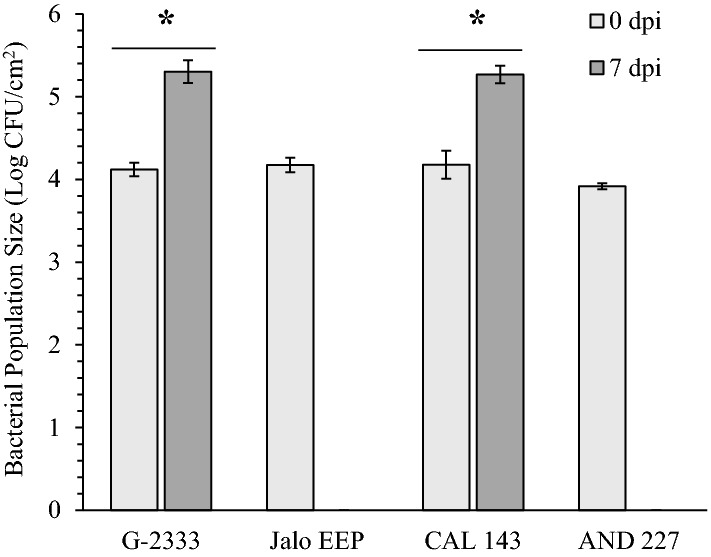
*Pseudomonas syringae* pv. *phaseolicola* growth in four common bean genotypes over 7 days. Data are presented as means ± standard error (*n* = 3). Significant differences in bacterial populations between 0 and 7 day post-inoculation (dpi) were measured via paired Student’s *t* test (*α* = 0.05) and are indicated with an asterisk (*). Bacterial cells were not recovered from the resistant genotypes Jalo EEP and AND 227 at 7 dpi; thus, statistical tests could not be performed for these genotypes

**Fig. 6:**
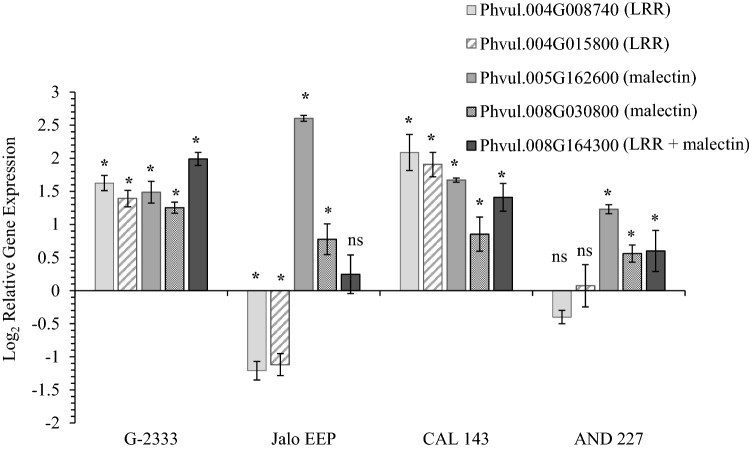
Relative expression of select genes in common bean genotypes inoculated with *P. syringae* pv. *phaseolicola*. Gene expression at 12 hpi was determined by RT-qPCR. Gene expression data were analyzed using the 2^−ΔΔCq^ method, log_2_ transformed, and are presented as means ± standard error (*n* = 3). Significant differences in the expression of each gene in bacterium-inoculated plants compared to mock control were determined via paired Student’s *t* test (*α* = 0.05) and are signified by an asterisk (*). *ns* non-significant

## Discussion

The common bean landrace G2333 is tolerant to *Pph* strain NPS3121, as its leaves support a high bacterial population, typical of susceptible interactions, but without visible symptoms that are typical of resistant cultivars (Fig. 5; Oblessuc et al. 2015). At the early stages of *Pph* NPS3121 infection (6 and 12 hpi), G2333 showed a complex response with a great number of genes regulated throughout its genome (Fig. 1). This intense transcriptional regulation is an expected plant response that has been reported for many host–pathogen interactions (reviewed by Wilkinson et al. 2019). The repression of photosynthesis by chloroplast-targeted effectors and phytotoxins is also a common plant response to pathogens (Lu and Yao 2018). Photosynthesis is essential for plant defense by generating ATP, NADPH, and carbohydrates used by the plant to synthesize primary metabolites, defense-related hormones, and other antimicrobial compounds. In addition, chloroplasts produce reactive oxygen species (ROS) and nitric oxide, which are essential molecules for plant defense (reviewed by Lu and Yao 2018). ROS production is induced during hypersensitive response (HR), localized programmed cell death (PCD), which is a hallmark of common bean resistance to *Pph* that acts via minimizing the pathogen spread throughout the leaf (Tock et al. 2017). We observed that *Pph* inoculation represses photosynthesis and oxidation reduction processes (Fig. S2 and S3), while no water-soaked symptoms of HR were observed in G2333 (Oblessuc et al. 2015). Nonetheless, *Pph* also induced genes involved in apoptosis (Fig. S2), a type of PCD (Locato and Gara 2018). Together, these findings suggest that *Pph* might repress photosynthesis and ROS production in G2333 to prevent plant HR and promote bacterial proliferation, while plant defense responses are activated, resulting in apoptosis to control extensive bacterial spread and disease symptoms development.

In addition to physiological alterations, the defense responses in G2333 may be related to the function of LRR and malectin proteins, as indicated by the enrichment of these domains in predicted proteins coded by genes primarily induced by *Pph* (Fig. 2). LRR proteins are traditionally involved in plant immunity by directly or indirectly recognizing effectors secreted by pathogens, activating downstream signaling pathways that lead to the expression of defense genes (Miklas et al. 2014; Meziadi et al. 2016). The common bean genome has three major clusters of LRR proteins located at the ends of chromosomes Pv04, Pv11 (mainly CC–NB–LRR proteins), and Pv10 (enriched for TIR–NB–LRR proteins) (Meziadi et al. 2016). 

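Of the genes that Table S2 annotates with leucine-rich repeats, 17 lie on Pv04 and all of these had positive log2 fold changes. On Pv11, Phvul.011G201101 had 1.06 ± 0.161 CPM in mock- and 1.87 ± 0.291 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 0.81, standard error 0.33), and the protein kinase-like gene Phvul.011G185500 was lower. On Pv10, Phvul.010G091200 had 1.53 ± 0.361 and 2.49 ± 0.740 CPM (log2 fold change 0.69, standard error 0.34), and Phvul.010G027500, with an NB-ARC domain of intracellular resistance proteins, had 1.63 ± 0.296 and 2.68 ± 0.845 CPM (0.73, standard error 0.33). Both *Pph* libraries lay above both mock libraries for Phvul.011G201101, Phvul.010G091200 and Phvul.010G027500, which Table S2 lists because of their Z-ratios on these libraries (2.87, 2.44 and 2.45 when recomputed). In edgeR's quasi-likelihood test their adjusted p values were 0.53, 0.61 and 0.56.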

Interestingly, *Pph* inoculation regulated the transcription of LRR genes in chromosomes Pv04 and Pv011, but not those located in Pv10 (Fig. 3), indicating that while the CC–NB–LRR sub-group of R genes has a role in the G2333 response to *Pph*, the TIR–NB–LRR genes might not.

QTLs involved in common bean resistance to *Pph* were previously mapped to the genomic regions containing LRR genes identified here (González et al. 2016, 2017; Tock et al. 2017; Fig. 3). *Pse-6* confers common bean resistance to *Pph* races 1, 5, 7, and 9 and was mapped to the proximal end of Pv04, linked to the SCAR marker SB10.550 (Miklas et al. 2014). LRR proteins in Pv04 are known to confer resistance not only to *Pph* but also to Bean Golden Yellow Mosaic Virus (BGYMV), *Colletotrichum lindemuthianum* that causes anthracnose (locus *Co*-*3*), *Macrophomina phaseolina* that causes ashy stem blight, and *Uromyces appediculatus* that causes bean rust (Geffroy et al. 2000; Miklas et al. 2006; Ferreira et al. 2013). Moreover, a major QTL, named HB4.2, was mapped between 0.6 and 2.1 Mb of Pv04, conferring broad-spectrum resistance to eight *Pph* races (Tock et al. 2017). 

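Phvul.004G015800, an NB-ARC and LRR gene of the kind that senses effectors inside the cell, lies on Pv04 from 1718700 to 1734046 (v2.1) and had 4.31 ± 1.05 CPM in mock- and 7.92 ± 0.664 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 0.88, standard error 0.22, adjusted p = 0.42, edgeR's quasi-likelihood test). Phvul.004G008740, from 796775 to 801277, had 1.55 ± 0.0416 and 2.46 ± 0.230 CPM in mock- and *Pph*-inoculated leaves (log2 fold change 0.66, standard error 0.27, adjusted p = 0.53, edgeR). Phvul.004G009527, from 1203535 to 1207848, had 2.58 ± 0.899 and 3.94 ± 0.404 CPM (0.61, standard error 0.30, adjusted p = 0.60, edgeR). Both *Pph* libraries lay above both mock libraries for each gene, and Phvul.004G015800 passed edgeR when adjusted over the list alone (adjusted p = 0.020), a list chosen on these libraries. Its log2 fold change was 0.96 without *Pph* 1 and 0.79 without *Pph* 2. Each of these fits leaves a single *Pph* library and takes the spread from the mock libraries. Phvul.004G015800 did not pass DESeq2 (adjusted p = 0.34), limma-voom (0.42), edgeR with the replicate number as a block (0.71) or edgeR without mock 1 or without mock 2.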

Based on both RNA-seq and RT-qPCR analyses, we observed the upregulation of Phvul.004G008740 and Phvul.004G015800 in G2333 leaves after *Pph* inoculation (Table S2; Fig. 6), which are mapped between 0.8 and 1.7 Mb of Pv04, co-locating with *Pse-6* and HB4.2 and Phvul.004G009527 (Fig. 3). These common bean genes formed a sub-cluster of closely related LRR proteins within Clade II, which grouped other six genes located in chromosome Pv04 (Fig. 4). 

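Among the Pv04 genes numbered from Phvul.004G008740 to Phvul.004G015800, 49 were tested, 9 of them passed the Z-ratio cutoff upward and 8 of these are annotated with leucine-rich repeats in Table S2. Phvul.004G012801 had 0.981 ± 0.200 CPM in mock- and 2.50 ± 0.593 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 1.35, standard error 0.34), and Phvul.004G009936 had 1.65 ± 0.479 and 3.00 ± 0.296 CPM (0.86). Phvul.004G013300 and Phvul.004G009300, of the same family of resistance proteins, had log2 fold changes of 0.84 and 0.70. Over the 49 genes the median log2 fold change was 0.12 (from -0.54 to 1.35), and 34 were positive. Both *Pph* libraries lay above both mock libraries for 22 and below for 6. Over all 17870 genes the groups separated in 41.4%, and chance gives 33.3%. The share past the Z-ratio cutoff upward was 18.4%, against 1.50% of the other genes (Fisher's exact test, p = 5.3e-08), in a range whose ends were set by called genes and whose neighbouring genes are not independent. Of the 49, 8 were higher at an unadjusted p under 0.05 and 0 passed edgeR's quasi-likelihood test. DESeq2 passed 1 and limma-voom 0. EdgeR passed 5 without *Pph* 1 and 3 without *Pph* 2.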

In fact, this genome region has nine predicted genes coding for LRR proteins that were upregulated by *Pph* (Table S2). These indicate that the *Pse-6*/HB4.2 genome region is a hot spot for gene duplication, which may maintain the same set of functions while increasing diversity, promoting an adaptative advantage in the face of pathogen evolution.

The genes Phvul.004G008740, Phvul.004G009527, and Phvul.004G015800 code for LRR-domain proteins (Fig. 2) similar to AT3G14470, an NB–ARC domain-containing disease resistance protein of Arabidopsis (Table S4). The NB–ARC domain proteins are R proteins that, among other functions, were shown to promote cell death in plants (Van Ooijen et al. 2008). According to the Phytozome *Phaseolus vulgaris* v2.1 gene annotation, all three proteins are classified in the EuKaryotic Orthologous Group Apoptotic ATPase (KOG4658). Moreover, Phvul.004G008740 and Phvul.004G015800 were upregulated in G2333 and CAL 143 but not in Jalo EEP and AND 277 (Fig. 6). CAL 143 is an important resistance source in the field against different pathogens, including different *Pph* races, in which HB4.2 was mapped (Tock et al. 2017). Altogether, these indicate that *Pse-6*/HB4.2 is a resistance locus containing LRR paralogs co-regulated under pathogen infection to promote race-specific resistance, possibly through cell apoptosis. These results also suggest that, although Jalo EEP and AND 277 are highly resistant to *Pph* (Fig. 5), a different immune mechanism is activated in these genotypes against *Pph* NPS3121.

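Of the 10 Pv05 genes with a malectin-like domain, Phvul.005G164200 had 1.11 ± 0.132 CPM in mock- and 2.12 ± 0.553 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries) and Phvul.005G164100 1.19 ± 0.269 and 2.20 ± 0.334 CPM. Phvul.005G163000 was alike in both *Pph* libraries, with log2 ratios to the mock mean of 1.08 in *Pph* 1 and 0.94 in *Pph* 2. Phvul.005G162600 lay further from the mock mean in *Pph* 2 than in *Pph* 1, while for the other 9 genes *Pph* 1 lay further. Kinases of this family take part in sensing microbes and in growth. Phvul.005G163000 had an adjusted p of 0.32 in edgeR's quasi-likelihood test and of 0.14 in DESeq2. It did not pass limma-voom or edgeR with the replicate number as a block. Its log2 fold change was 0.94 without *Pph* 1 and 1.08 without *Pph* 2.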

The QTL HB5.1 for *Pph* resistance is located on Pv05 in the same region as ten G2333 malectin-domain genes regulated by *Pph* (Fig. 3), including Phvul.005G162600 that was also induced in all other common bean genotypes used here (Fig. 6). Malectin domain proteins were recently linked to plant–pathogen interactions and participate in plasma membrane processes that activate downstream signaling to promote the crosstalk between plant growth and defense (Stegmann et al. 2017; Zhang et al. 2020). Moreover, other two malectin domain genes were mapped close to previously found QTLs. Phvul.008G164300 was mapped in the vicinity of the QTL HB8.1, and Phvul.008G030800, named *FERONIA (FER)-like* (Oblessuc et al. 2015), located close to HB8.2 (Tock et al. 2017; Fig. 3). FER is a member of the *Catharanthus roseus* receptor-like kinase1 (RLK1)-like family, known by its carbohydrate-binding activity, which controls plant growth and plant defense in Arabidopsis (Stegmann et al. 2017; Franck et al. 2018). We previously showed that COK-4, a common bean kinase, can complement the function of mutated FER in the defense and growth of Arabidopsis *fer-5* (Azevedo et al. 2018), supporting the notion that common bean has a similar signaling pathway as the one activated by FER in Arabidopsis. HB5.1 also influences seed yield (Tock et al. 2017), encouraging the hypothesis that malectin-domain proteins are involved in the growth-defense tradeoff in various common bean genotypes. Notably, Phvul.008G030800 was previously shown to be induced in the early stages of G2333 infection (Oblessuc et al. 2015) as well as in Jalo EEP, CAL 143, and AND 277, while Phvul.008G164300 was not regulated in Jalo EEP only (Fig. 6). Therefore, one could hypothesize that these three malectin domain genes play a role in broad-resistance against *Pph*, but they should be used with caution in breeding programs as they may also affect growth-related traits, such as yield. Further functional studies would be essential to evaluate which malectin domain genes could uncouple this growth-defense tradeoff, if any.

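By log2 fold change, the 3 highest of the 11 genes of Table S4 with a malectin-like domain were Phvul.005G164500, Phvul.005G162600 and Phvul.008G164300, in this order. Phvul.005G162600 had a recomputed Z-ratio of 3.96 from counts of 23 and 32 in mock 1 and mock 2 and of 33 and 71 in *Pph* 1 and *Pph* 2. Phvul.008G164300 had counts of 190 and 194 in the mock libraries and of 340 and 331 in the *Pph* libraries, before scaling. Receptor kinases of this kind sit in the plasma membrane, where IOS1 of Arabidopsis associates with pattern-recognition receptors. Adjusted over the list alone, which the study chose on these libraries, the adjusted p from edgeR's quasi-likelihood test was 0.030 for Phvul.005G162600 and 0.0065 for Phvul.008G164300.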

Phvul.005G162600 and Phvul.008G164300 are among the most induced malectin–LRR genes (Table S2), which together with the other five and four genes at Pv05 are homologs of Arabidopsis IOS1 and XLG2, respectively (Fig. 2; Table S4). XLG2 is known to be a modulator of transmembrane signaling systems that function as a positive regulator of the salicylic acid pathway, in addition to root morphogenesis and flowering (Ding et al. 2008; Zhu et al. 2009; Heo et al. 2012). IOS1 is required for BAK1-dependent and BAK1-independent pattern-triggered immunity (PTI), as well as for full plant susceptibility to oomycetes and fungal pathogens (Hok et al. 2011; 2014; Yeh et al. 2016). Interestingly, the gene Phvul.002G207000, which is functionally annotated as BAK1, was also induced by *Pph* (Table S4). Phvul.002G207000 was mapped to Pv02, near *Pse-3* (Fig. 3). *Pse-3* co-segregates with the *I* gene that confers immune response or temperature-dependent HR to Bean Common Mosaic Virus and a temperature-independent HR to Bean Common Mosaic Necrosis Virus (Miklas et al. 2011). This suggests that the putative IOS1 common bean genes could be involved in bean basal immunity against *Pph* (and potentially other pathogens) through BAK1-mediated signaling and activation of salicylic acid responses through XLG2.

Three minor-effect QTLs, Psp4, Psp6.1, and Psp6.2 (renamed by Tock et al. (2017) as HB4.1, HB6.1, and HB6.2, respectively), mapped to Pv04 at 44 Mb, Pv06 at 0.2–15.8 Mb, and Pv06 0.3–14.9 Mb, respectively (Trabanco et al. 2014; Tock et al. 2017). 

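Phvul.004G142600, of a receptor-like protein, had 27.9 ± 11.5 CPM in mock- and 57.4 ± 33.2 CPM in *Pph*-inoculated leaves (SD, n = 2 libraries; log2 fold change 1.03, standard error 0.43, adjusted p = 0.53, edgeR's quasi-likelihood test), but only *Pph* 1 lay above the mock libraries. Its log2 ratio to the mock mean was 1.53 in *Pph* 1 and 0.28 in *Pph* 2, where the level of 33.9 CPM lay between those of mock 1 (19.7 CPM) and mock 2 (36.1 CPM). Phvul.004G142700, from 44291307 to 44298697 (v2.1), had 4.54 ± 1.23 and 9.78 ± 2.89 CPM (log2 fold change 1.10, standard error 0.28), and both *Pph* libraries lay above both mock libraries, as for Phvul.004G142401. Phvul.006G001500, on Pv06 from 439226 to 441872, had 2.40 ± 0.354 and 3.89 ± 0.785 CPM (0.68, standard error 0.27, adjusted p = 0.52, edgeR). Without *Pph* 2 edgeR passed Phvul.004G142600 (adjusted p = 1.6e-05) and Phvul.004G142700 (2.5e-04), and without *Pph* 1 it passed Phvul.004G142700 (0.047) but not Phvul.004G142600 (0.49).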

Three LRR genes (Phvul.004G142401, Phvul.004G142600, and Phvul.004G142700) were upregulated by *Pph* and located close to Psp4/HB4.1, while Psp6.1/HB6.1 and Pps6.2/HB6.2 were mapped close to the also induced gene Phvul.006G001500 (Fig. 3). Therefore, these genes could play a role in the Psp4/HB4.1-, Psp6.1/HB6.1-, and Pps6.2/HB6.2-mediated resistance. Trabanco et al. (2014) suggested five candidate genes located in Pv04 for resistance to *Pph* based on their homology to Arabidopsis and soybean (*Glycine max*) proteins with known functional roles in plant immunity, namely, FLS2 (FLAGELLIN SENSING 2) and Pto. The Arabidopsis *FLS2* gene codes for the flagellin receptor involved in PTI responses to bacterial pathogens (Gómez-Gómez and Boller 2000). The soybean *Pto* gene codes for a serine/threonine kinase that confers resistance to *P. syringae* pv. *tomato* strains that express the avirulence gene *AvrPto* (Chandra et al. 1996). We have previously reported that at early stages of *Pph* infection (6 and 12 hpi) two *FLS2-like* genes (Phvul.002G196200 and Phvul.005G149200) were repressed in G2333 (Oblessuc et al. 2015). Based on the current *P. vulgaris* v2.1 genome annotation, only Phvul.002G196200 is annotated as *FLS2*-*like*. In addition, the genes suggested by Trabanco et al. (2014) as possible homologs of FLS2 showed no such hits in our recent NCBI–BLAST analysis. It is possible that new functional and sequence information led to this variation in results.

Previously, 11 candidate genes within QTLs Psp6.1/HB6.1 and Psp6.2/HB6.2 were suggested to be involved in resistance to *Pph* based on sequence homology (Trabanco et al. 2014). All of them show homology with Arabidopsis *RPM1* that confers resistance to *P. syringae* expressing the avirulence genes *AvrRpm1* and/or *AvrB* (Mackey et al. 2002), and soybean *RPG1-B* that confers resistance to *P. syringae* pv. *glycinea* expressing *AvrB* (Trabanco et al. 2014). In the present study, none of these 11 common bean genes or the five genes on Pv04 (Trabanco et al. 2014) were regulated by *Pph*, suggesting that co-localization of mapped QTLs with genes putatively involved in plant defense based on sequence homology is not enough to infer candidate resistance genes. Alternatively, this difference may be related to the fact that Trabanco et al. (2014) used a different common bean genotype as resistance source (the moderate resistant Cornell 49,242), and as reported here, different genetic backgrounds lead to different resistance phenotypes and gene expression patterns (Figs. 5 and  6). Moreover, a plant’s response to a pathogen involves different patterns of gene expression; therefore, the RNA-seq performed here is a snapshot of the immune response. It is possible that the candidate genes suggested by Trabanco et al. (2014) could be modulated by *Pph* at different timepoints, still participating in the resistance of common bean to *Pph*. These possibilities reinforce the need for further studies, including transcriptome and functional analyses in various genetic backgrounds.

Altogether, the data indicate that LRR proteins, mainly those co-localizing with the major resistance QTL *Pse-6/*HB4.2 in Pv04, would function in race-specific resistance and together with malectin-domain proteins, especially those co-localized with the QTL HB5.1 in Pv05, would promote basal plant immunity against *Pph* and potentially other pathogens. In addition, the QTL HB5.1 was previously shown to influence seed yield and interact with the major *Pph* resistance QTL *Pse-6*/HB4.2 (Tock et al. 2017). Therefore, LRR and malectin genes may act quantitatively in the resistance of common bean to *Pph*, as well as in the balance between growth and defense. Among the malectin proteins close to HB5.1, common bean PvIOS1-like and PvXLG2-like (mapped at Pv05 and Pv08) could function together with PvBAK1-like to regulate plant defenses (Fig. 7). These genes and the pathways associated with their function can be potential targets for enhancing plant defenses to control halo blight disease of common bean.

**Fig. 7:**
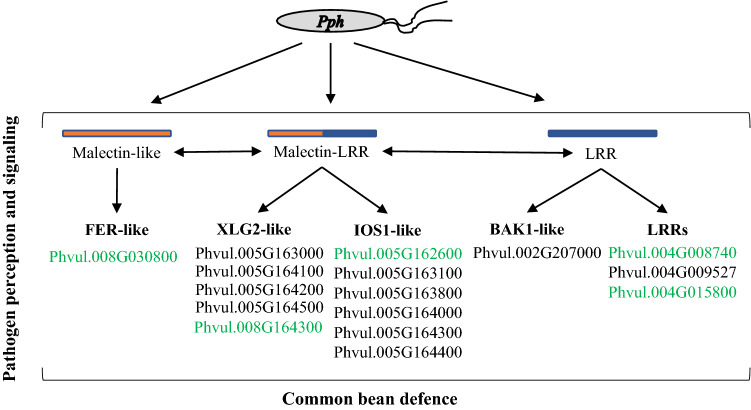
Common bean candidate genes and their encoded protein domains that promote defense against *Pph*. Common bean malectin-domain protein FER-like (Oblessuc et al. 2015), together with the malectin–LRR putative homologs of XLG2 and IOS1 (mapped at the same location as HB5.1; Tock et al. 2017), would work together with BAK1-like and other LRR domain proteins co-localized with the major QTL *Pse-6*/HB4.2 (Tock et al. 2017) to promote plant defenses against *Pph*. Genes in green letters had their expression verified by RT-qPCR

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

Supplementary file7

Supplementary file8

# Supplementary material for: Pseudomonas phaseolicola preferentially modulates genes encoding leucine-rich repeat and malectin domains in the bean landrace G2333
**Source:** Planta. 2022 Jun 29;256(2):25. doi: 10.1007/s00425-022-03943-x
**Supplement:** Supplementary file 1 — Supplementary file1

## Slide 1

A
-12 -10 -8 -6 -4 -2 0 2 4 6 8
Z-ratio
Significant
up-regulated
Significant
down-regulated
### Chart
| Category | All genes | Differentially expressed (Log2) |
|---|---|---|Significant Threshold (Z-ratio)
(Log2FC)
B
 Z-Ratio
 Log2 Fold Change
Figure S1. Z-ratio analysis of the RNA-seq dataset. (A) Normalized Z-ratio of P. vulgaris gene expression data shows a normal distribution of all genes expressed in the Pph-treated leaves compared to the mock control. Note that the bell-curve is asymmetric, with more genes down-regulated under infection. The 2.25% extremes of the bell-shaped curve reveal the genes with significantly different expression (vertical blue line threshold). 

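Past the cutoff in the recomputed Z-ratio lay 353 downregulated and 276 upregulated genes, and the lower tail is the longer one, with a skewness of -0.990. Without a filter on low counts the direction turned, with 557 lower and 615 higher. That run covered 26222 genes, and the Z-ratio divides by the SD over all genes in a run, so the comparison is not a like one. Over the 17870 genes the low end includes the lipoxygenase gene Phvul.010G135701 and the GDSL esterase gene Phvul.010G005800. The latter had a log2 fold change of -2.73 (standard error 0.49, n = 2 libraries per treatment, adjusted p = 0.34, edgeR's quasi-likelihood test). Past the cutoff of 2.25 in either direction lay 3.52% of the 17870 genes, where a normal distribution would put 2.44%. The excess kurtosis was 11.1, which is 0 for a normal distribution. In the deposited table the authors' own Z-ratio put 3.55% of the genes past the cutoff.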

(B) Linear regression between relative gene expression calculated with two methods, Z-ratio and log2 fold change (FC), shows a high positive correlation (R2 = 0.9992).

# Supplementary material for: Pseudomonas phaseolicola preferentially modulates genes encoding leucine-rich repeat and malectin domains in the bean landrace G2333
**Source:** Planta. 2022 Jun 29;256(2):25. doi: 10.1007/s00425-022-03943-x
**Supplement:** Supplementary file 8 — Supplementary file8

**Table S5**. Primers used for RT-qPCR reactions. Phvul.001G133200 was used as an internal reference for the gene expression analysis as described by Borges et al. (2011). F= forward primer, R = reverse primer.

| Target | Sequence (5’-3’) |
| --- | --- |
| Phvul.001G133200 | F: GCAACCAACCTTTCATCAGC  R: AGAAATGCCTCAACCCTTTG |
| Phvul.008G030800 | F: GGCTCCTAACTACACTGCACCAGAC  R: GCACAAGCTTTTAGGGTTAGGATGC |
| Phvul.004G008740 | F: AACTCACCAGATGCCAAGTCGAAG  R: TGCTAGAAGCAACTTTCTCACCACG |
| Phvul.004G015800 | F: GACAGGCTCGCTTCTCCTCAATT  R: GTTGGGATCCAAGTTGTCTCTCAAG |
| Phvul.008G164300 | F: CCTTACAAACTGCCAGCAGAAG  R: CAATATCTTCCGAAGACCCATCCC |
| Phvul.005G162600 | F: GAGCAACCATCATGAGCACCG  R: CCACCCTGATTCACCGTTCCTC |

How the deposited data were processed for this re-analysis (not part of the article)

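The experiment measured RNA from fully expanded primary leaves of G2333 infiltrated with *Pph* or water, taken at 6 and 12 hpi and combined. The sequencing labels describe 2 mock and 2 *Pph* libraries, each made from 2 biological replicates pooled, and the methods describe 4 biological replicates of 2 plants per treatment. The labels do not say whether the replicate numbers mark a repeat of the experiment.

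The authors trimmed and quality-filtered the reads, removed mitochondrial, plastid and repeat reads with the Bowtie-based TopHat, mapped the reads to a *Pph* genome to remove bacterial sequence and mapped the others to *P. vulgaris* assembly v2.1 with STAR. The authors deposited the number of reads per gene as counts, whole numbers without normalization. They also deposited a table of 17870 expressed genes with the mean log2 CPM of each treatment and the log2 fold change, both on the log2 scale, and with the Z-score and Z-ratio of each gene, a score without a unit. The tool that counted reads, and the filter behind the 17870 genes, are not given in the sources used here. Of the 18442 genes with over 1 CPM in at least 2 libraries, the authors' table holds 17870. Computed from the counts with a prior count of 2 and without TMM scaling, the mean log2 CPM and the Z-ratio equalled the authors' values, with a correlation of 1.00 for the Z-ratio and a largest difference of 0.012.

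The count table has 32685 entries, 27433 for bean genes and 5252 named by the word gene and a number, whose organism is not given in the sources used here. The latter took 858, 799, 732 and 1038 counts in mock 1, mock 2, *Pph* 1 and *Pph* 2 and were left out of the tests but not of the library totals. With TMM scaling factors of 1.01 for both mock libraries, 0.946 for *Pph* 1 and 1.03 for *Pph* 2, library sizes stayed close to the totals. The 10 most abundant genes took 6.75%, 7.05%, 8.19% and 6.39% of the counts. The edgeR fit gave a common biological coefficient of variation of 0.129 and 4.64 prior degrees of freedom.

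Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the 17870 genes and a threshold of 0.05. Standard errors of log2 fold changes were computed from the test's F value. The 38 genes of Table S4 were also tested as a set with camera in limma 3.58.1. Shares of genes on chromosomes and in ranges were compared with Fisher's exact test. Gene groups were lists of words searched in the annotations of Table S2, written after the values in the paper's tables had been seen, and no set test was run on them because Table S2 holds only called genes. Genes were named if the paper names them, and up to 10 per direction were to be named that pass the test with a mean of at least 1 CPM and groups that do not overlap, those with the smallest p filling the list and being said not to have passed. Other group members given as examples were chosen after their values were seen. The Z-ratio used a prior count of 0.25 and the cutoff of 2.25.

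The alternatives tried were DESeq2 1.42.0, limma-voom, DESeq2 size factors and library totals in place of TMM, another filter and no filter on low counts, the replicate number as a block, leaving out each library in turn, and leaving out genes annotated as organelle copies. Only the annotations of Table S2 were searched for such copies. For the Z-ratio the alternatives were other prior counts, TMM scaling, the filters, single pairs of libraries and the log2 of the mean CPM. These and the test were chosen before the data were examined. A library left alone in its treatment is assumed to vary like the other treatment's.

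The tests were also tested on simulated data, in 5 simulations in which 200 genes each were changed. The spread of each gene was drawn from the fit to these libraries, was the same in both treatments and was independent between genes. The real *Pph* libraries lay further apart than the mock libraries, so the rates may differ in these data. EdgeR recovered 2.8% of the genes changed 1.5-fold, 48% of those changed 2-fold, 73.2% of those changed 3-fold and 89.2% of those changed 4-fold. DESeq2 recovered 16%, 68.8%, 84.4% and 93.2%, limma-voom 2.8%, 44.4%, 70.4% and 86.8%, and the Z-ratio cutoff 29.2%, 92.8%, 99.6% and 100%. Unchanged genes called per simulation were 3.8 by edgeR, 37.4 by DESeq2, 3.4 by limma-voom and 415 by the Z-ratio. The model of the spread between libraries was changed after outputs were seen. Under the 2 earlier models edgeR recovered 72.8% and 76.8% of the genes changed 2-fold and called 19.6 and 14.6 unchanged genes per simulation.

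RT-qPCR, bacterial counts, the phylogeny, the positions of the QTLs and the enrichment tests were not analysed here, because they rest on data or annotations that were not used here.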

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

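The tests of organelle RNA and of plastid copies among neighbours in this part were chosen only after the result was seen.

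The 5 genes upregulated by edgeR's quasi-likelihood test are not discussed in the paper: Phvul.008G246600 (log2 fold change 2.07), Phvul.002G181700 (2.01), Phvul.008G179700 (1.82), Phvul.003G041600 (1.74) and Phvul.010G068400 (1.68) were higher in both *Pph* libraries than in both mock libraries and have no annotation in Table S2. Leftover organelle RNA of fixed composition cannot be told apart from a response of the leaf to *Pph*, the condition in the design, which was not tested. The log2 ratio of *Pph* 2 over *Pph* 1 spanned 0.213 over the 5, wider than counting noise alone allows (chi-squared test on the counts, p = 4.8e-06) and under the difference of 1 set as the bar for excluding it, and genes past the test are picked for agreeing libraries; over the annotated plastid copies, which are other genes, it spanned 2.43, from -0.73 (Phvul.002G050101) to 1.70 (Phvul.009G011900). Of the 5, Phvul.010G068400 has a plastid copy among its 10 neighbours by gene number, as 0.494% of other tested genes do. So does Phvul.010G068600, close to Phvul.010G068400 by gene number, among the 46 unannotated upregulated genes of Table S2. This is a single locus and decides nothing for the others. Only the 18 copies that Table S2 lists as upregulated were searched for, so copies that the study did not call could not be found near any gene. Without mock 1, without mock 2 and with library totals only, none of the 5 passed edgeR's test, and without *Pph* 1 or without *Pph* 2 all 5 did.

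Counts on entries named by the word gene and a number, on which the paper does not report, were at 49.6 CPM in *Pph* 1 and 63.9 in *Pph* 2, on unscaled library totals, above the 45.6 and 41.2 CPM of mock 1 and mock 2.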

How the results depend on the processing

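With edgeR and TMM, 6 genes passed (5 higher, 1 lower). DESeq2 passed 72 (46 higher, 26 lower) and edgeR without a filter on low counts 57 (37 higher, 20 lower, of 26222 genes), both with all 6 among them. With library totals only 1 passed (0 higher, 1 lower). DESeq2 size factors gave 6, filterByExpr 7, limma-voom 8 and leaving out organelle copies 6, each with the 6 among them. Leaving out 1 library gave 0 to 1566 genes, 0 to 675 higher and 0 to 984 lower.

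The deviations of same-numbered libraries from their treatment means correlated at -0.319 over the genes. This is a single contrast over genes that are not independent, so it does not decide whether the numbers pair the libraries. With the replicate block 0 genes passed (0 higher, 0 lower, 1099 at an unadjusted p under 0.05), 0 of Table S2 and 0 in the gene groups. A crossed pairing, chosen after seeing the data, passed 793 genes (279 higher, 514 lower), 362 of Table S2, 17 of Table S4, 2 of the RT-qPCR genes, 117 in the gene groups and 7 in the ranges on Pv04 and Pv05.

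Genes of Table S2 past the test numbered 6, against 68 by DESeq2, 55 without a filter, 1 with library totals only and 0 to 424 leaving out 1 library. Genes of Table S4 numbered 0, against 4 by DESeq2, 4 without a filter and 0 to 23 leaving out 1 library, and adjusted over the list alone 25, against 16 by DESeq2 and 0 to 32. The camera p at the preset correlation stayed under the threshold in every edgeR setting run (1.5e-20 to 9.1e-11 leaving out 1 library). With the correlation estimated from the libraries, chosen after seeing the data, it was 0.0457, 0.0446 with DESeq2 size factors, 0.0229 with library totals only, 0.0493 with filterByExpr and 0.0454 without organelle copies. It was 0.0537 without a filter, 0.139 with the replicate block and 0.0616 with the crossed pairing. Fits with a block, and fits leaving out 1 library, keep 1 degree of freedom for the spread. That is too little to decide whether the set result holds in them. Camera was not run with DESeq2 or limma-voom. The RT-qPCR genes numbered 0, against 1 by DESeq2, 1 without a filter and 0 to 3 leaving out 1 library, the gene groups 1, against 31, 24 and 0 to 124, and the 2 ranges 0, against 3, 2 and 0 to 10. The share of called genes on Pv02 and Pv08 was 50%, against 23.3% of the genes tested. It was 26.4% by DESeq2, 29.8% without a filter, 37.5% by limma-voom, 42.9% with filterByExpr, 24.3% with the crossed pairing, 0% with library totals only, and leaving out 1 library 0% without mock 2, 23.9% without *Pph* 1 and 23.7% without *Pph* 2, with no value where 0 genes passed.

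The 629 genes past the Z-ratio cutoff (276 higher, 353 lower) became 1172 without a filter (615 higher, 557 lower), which shared 48 with them, and 592 to 690 in the other settings; leaving out libraries gave 592 to 666, 219 to 309 higher and 325 to 409 lower, with an R squared of 0.967 to 1.00. Of the 38 genes of Table S4 all passed the cutoff, 26 with filterByExpr genes, 36 with the log2 of the mean CPM, 1 without a filter and 12 to 32 leaving out libraries. Without a filter the SD that divides the Z-ratio is taken over 26222 genes, those added being filtered out elsewhere. The Z-ratio numbers without a filter are therefore not a like comparison with the others. For the 61 named genes, 640 results were the same, 22 no longer passed (6 genes), 128 newly passed (38 genes) and 0 changed direction.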

Differences from the paper's values

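The share of genes past the Z-ratio cutoff was 3.52%, where the paper's methods give approximately 2%, the paper's value; of the alternatives set before the data were examined, none came within 1.5 times of it (3.31% to 4.47%). The legend of Figure S1 gives 2.25%, the paper's value, and 2 of these alternatives, without replicate 1 (3.33%) and without *Pph* replicate 1 (3.31%), came within 1.5 times of it and the others did not.

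The paper calls 275 genes upregulated and 357 downregulated with a Z-ratio that does not use the spread between libraries, its stated threshold, and edgeR's quasi-likelihood test at an adjusted p under 0.05, a different threshold, called 5 and 1. With the paper's threshold 276 and 353 genes passed, and 276 and 360 with a prior count of 2, which include all the genes of Table S2; the deposited table holds 360 lower ones. More of the paper's genes than the 6 of the main test were called by DESeq2 (68), limma-voom (8), and edgeR with filterByExpr (7), without a filter (55), without *Pph* 1 (270) and without *Pph* 2 (424). The crossed pairing, chosen after seeing the values, called 362 and dropped 270 of the genes of Table S2.

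The paper introduces the RT-qPCR genes as selected from its differentially expressed genes and marks the FER-like gene Phvul.008G030800 as described earlier; this gene had a recomputed Z-ratio of 1.33, under the cutoff, and is not in Table S2, with a log2 fold change of 0.39; the other 4 passed the Z-ratio cutoff. The paper finds no regulated LRR genes on Pv10, with reference to its map of the 38 genes of Table S4. Table S2 lists Phvul.010G091200 (log2 fold change 0.69), with a leucine-rich repeat family name, and the NB-ARC gene Phvul.010G027500 (0.73) there as upregulated. Neither is among the 38, so the definitions of an LRR gene differ. The paper describes the photosynthesis genes as negative regulators, and the annotations name antenna proteins and photosystem subunits. It counts LRR-kinases among the downregulated genes, and of the 6 genes it then names, Phvul.009G180501 is a polygalacturonase inhibitor and Phvul.011G212100 a DRT100-like protein. It calls Phvul.005G162600 a malectin and LRR gene, and Table S4 places it among those with a malectin-like domain alone. It places Phvul.008G164300 above a Z-ratio that the value recomputed with a prior count of 0.25, 3.76, does not reach. Table S2, with 3.84, reaches it. A prior count of 2 gave the authors' Z-ratios with a largest difference of 0.012, so the gap comes from the prior count.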

Other observations

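Besides the groups in the text, of the 10 genes of cuticle and epidermis that Table S2 lists, 9 lay below both mock libraries in both *Pph* libraries, far more so in *Pph* 1 (median log2 ratio to the mock mean -2.31) than in *Pph* 2 (-0.58), such as the wax synthesis gene CER1 (Phvul.010G040600, log2 fold change -1.16) and a SHINE transcription factor gene (Phvul.002G162500, -1.58). Of 6 genes of triterpene synthesis, 4 beta-amyrin synthase genes were positive, such as Phvul.006G156600 (0.68), and 2 later steps negative, such as Phvul.008G128700 (-1.66). The jasmonate repressor gene Phvul.002G002000 had -0.71, the 2 laccase genes Phvul.001G246700 and Phvul.008G112200 -0.83 and -0.90, and the heat shock protein genes Phvul.011G016100 and Phvul.011G016200 -0.54 and -1.31. Of 5 genes of leaf growth and cell division 2 were positive and 3 negative, such as the growth-regulating factor gene Phvul.001G031000 (-0.64). Of the FLS2-like genes that the paper discusses, Phvul.002G196200, of the flagellin receptor, had 13.7 ± 1.60 CPM in mock- and 12.5 ± 1.49 CPM in *Pph*-inoculated leaves (log2 fold change -0.13, SD, n = 2 libraries), and Phvul.005G149200 has no entry in the count table.

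Of these groups, chosen by the study on these libraries, 0 genes passed edgeR's quasi-likelihood test over all genes, DESeq2 or limma-voom. The numbers at an unadjusted p under 0.05 were 6 for cuticle, 5 for triterpenes, 1 for TIFY, 2 for laccases, 1 for heat shock proteins and 3 for growth, and adjusted over the list alone 2, 2, 1, 2, 0 and 0 passed. Without *Pph* 1 edgeR passed 3, 2, 1, 2, 2 and 0 of them, and without *Pph* 2 it passed 9, 6, 1, 0, 0 and 1. Chance separates the groups of libraries in 33.3% of genes, both directions counted together. Of the downregulated genes of Table S2, chosen on these libraries, 89.1% separate. The 1 gene matched as an NB-ARC resistance protein passed none of these tools and had an unadjusted p above 0.05.

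On log2 CPM, *Pph* 2 correlated at 0.984 with mock 1, 0.983 with mock 2 and 0.977 with *Pph* 1. *Pph* 1 correlated at 0.975 with mock 1 and 0.982 with mock 2, and the mock libraries at 0.993 with each other. The first principal component (54.1% of the variance) set *Pph* 1 (38.5) apart from *Pph* 2 (-8.17), mock 2 (-8.94) and mock 1 (-21.3). The second (35.4%) set *Pph* 2 (-31.0) apart from *Pph* 1 (3.53), mock 1 (11.6) and mock 2 (15.9).

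Of the tests below, that of scaling between the *Pph* libraries was chosen only after the result was seen. The *Pph* libraries lay further apart than the mock libraries, with 606 against 45 of 17866 genes over 2-fold apart. Counting noise at the depth of the *Pph* libraries is argued against, since it put a mean of 23.2 genes and at most 34 over 2-fold apart in 20 simulations. Library scaling is argued against too, since no single factor between *Pph* 1 and *Pph* 2 brought the number under 577. A different course of the infection in the pooled plants may have set the libraries apart, and so may differences in handling; neither was tested.

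The Z-ratio cutoff took 629 genes where edgeR took 6, and it took a like number for the other ways of grouping the libraries, 658 for mock 1 and *Pph* 1 against mock 2 and *Pph* 2 and 667 for mock 1 and *Pph* 2 against mock 2 and *Pph* 1. In these groupings edgeR took 0 genes each (61 and 948 at an unadjusted p under 0.05). The Z-ratio divides by the SD of its own differences, so like numbers follow largely from its form. The SD of the log2 fold changes was 0.314 between the treatments, and 0.220 and 0.286 in the other groupings, in the order given. The number past the cutoff by itself therefore says little about the inoculation. Pairs with no library in common shared 128 genes past the cutoff in the same direction (71 higher, 57 lower) and 9 in opposite directions in the crossed pairs, and 80 and 30 in the same-numbered pairs, where chance alone gives 3.20 higher, 9.14 lower and 10.9 opposite in the crossed pairs. A shared response to *Pph* may therefore account for part of the genes, as a hypothesis.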
